# AXL targeting reduces fibrosis development in experimental unilateral ureteral obstruction

**DOI:** 10.14814/phy2.14091

**Published:** 2019-05-27

**Authors:** Lea Landolt, Jessica Furriol, Janka Babickova, Lavina Ahmed, Øystein Eikrem, Trude Skogstrand, Andreas Scherer, Salwa Suliman, Sabine Leh, James B. Lorens, Gro Gausdal, Hans‐Peter Marti, Tarig Osman

**Keywords:** AXL targeting, Bemcentinib (BGB324), renal fibrosis, UUO

## Abstract

The AXL receptor tyrosine kinase (RTK) is involved in partial epithelial‐to‐mesenchymal transition (EMT) and inflammation – both main promoters of renal fibrosis development. The study aim was to investigate the role of AXL inhibition in kidney fibrosis due to unilateral ureteral obstruction (UUO). Eight weeks old male C57BL/6 mice underwent UUO and were treated with oral AXL inhibitor bemcentinib (*n* = 22), Angiotensin‐converting enzyme inhibitor (ACEI,* n* = 10), ACEI and bemcentinib (*n* = 10) or vehicle alone (*n* = 22). Mice were sacrificed after 7 or 15 days and kidney tissues were analyzed by immunohistochemistry (IHC), western blot, ELISA, Sirius Red (SR) staining, and hydroxyproline (Hyp) quantification. RNA was extracted from frozen kidney tissues and sequenced on an Illumina HiSeq4000 platform. After 15 days the ligated bemcentinib‐treated kidneys showed less fibrosis compared to the ligated vehicle‐treated kidneys in SR analyses and Hyp quantification. Reduced IHC staining for Vimentin (VIM) and alpha smooth muscle actin (*α* SMA), as well as reduced mRNA abundance of key regulators of fibrosis such as transforming growth factor (*Tgfβ*), matrix metalloproteinase 2 (*Mmp2*), *Smad2*,* Smad4*, myofibroblast activation (*Aldh1a2*,* Crlf1*), and EMT (*Snai1,2, Twist*), in ligated bemcentinib‐treated kidneys was compatible with reduced (partial) EMT induction. Furthermore, less F4/80 positive cells, less activity of pathways related to the immune system and lower abundance of MCP1, MCP3, MCP5, and TARC in ligated bemcentinib‐treated kidneys was compatible with reduction in inflammatory infiltrates by bemcentinib treatment. The AXL RTK pathway represents a promising target for pharmacologic therapy of kidney fibrosis.

## Introduction

Chronic kidney diseases (CKD) are on the rise in many parts of the world, representing a global public health issue (Eckardt et al. 2013; USRDS, 2016). The worldwide prevalence of CKD is around 13% for stages 1–5 and 10% for stages 3–5 and is expected to rise due to increased prevalence of obesity, type 2 diabetes mellitus, hypertension, and also longevity (Jha et al. 2013; Mills et al. 2015; Hill et al. 2016). The age standardized death rate for CKD has increased by more than 30% between 1990 and 2013 and this trend is expected to continue (Eckardt et al. 2013; GBD, 2015). High mortality of CKD has been attributed to accelerated vascular calcification and cardiovascular diseases (Go et al. 2004; Stenvinkel 2010). The burden on the health care system increases with CKD severity; foremost end stage renal disease is costly as a result of long‐term dialysis and transplantation (Honeycutt et al. 2013).

Kidney fibrosis is the morphological correlate of progressive CKD and is characterized by the accumulation of myofibroblasts with subsequently substantial extracellular matrix (ECM) deposition, inflammation, tubular epithelial cell loss, and microvascular rarefaction (Kuncio et al. 1991; Zeisberg and Neilson 2010). Activated myofibroblasts are one of the key cells in the pathogenesis of fibrosis, and it was initially suggested that they are derived mainly from tubular epithelial cells through epithelial‐to‐mesenchymal transition (EMT) (Iwano et al. 2002). Recent lineage tracing experiment reported that proliferation of tissue resident fibroblasts, differentiation of bone marrow precursors and endothelial to mesenchymal transition all together form the majority of the myofibroblast pool in kidney fibrosis, while less than 5% are directly derived from the renal tubular cells by EMT (LeBleu et al. 2013). Accordingly, an incomplete, “partial” EMT of the renal tubular epithelial cells has been suggested to promote fibrosis development through cell‐cycle arrest and paracrine secretion of growth factors and cytokines – including TGF‐*β* – that trigger the activation of myofibroblasts and induce inflammation (Ovadya and Krizhanovsky 2015; Lovisa et al. 2016; Nieto et al. 2016). Key transcription factors driving partial EMT of tubular epithelial cells are SNAI1/2, TWIST, and STAT1 (Lee et al. 2014; Grande et al. 2015; Lovisa et al. 2015). In addition, the inflammatory response to kidney injury, although aimed to preserve the integrity of the tissue at the initial stages of CKD, provides a reservoir of cytokines and enzymes that promote the ongoing fibrosis process (Lovisa et al. 2016).

CKD progression can be attenuated in its early phases by control of blood pressure, proteinuria, and therapy addressing the underlying disease, such as diabetes mellitus, hypertension or glomerulonephritis. Due to high morbidity and mortality related to kidney diseases, there is a need for new therapeutic strategies that target the fibrosis‐related mechanisms in the kidney. The transmembrane AXL receptor belongs to the TAM family of receptor tyrosine kinases (RTK) together with MERTK and TYRO3 and is an important mediator of inflammation, as well as EMT in malignancies (Korshunov 2012; Axelrod and Pienta 2014; Feneyrolles et al. 2014; Dransfield and Farnworth 2016). In accordance, AXL RTK inhibition blocks tumorigenicity and reduces aggressiveness of solid tumors (Janning et al. 2015; Yu et al. 2015). AXL RTK is thus an important therapeutic target in cancer and the small molecule bemcentinib, a selective AXL RTK inhibitor (formerly called BGB324), is currently in phase II clinical trials for e.g. AML (NCT02488408), NSCLC (NCT02424617; NCT02922777), melanoma (NCT02872259) and breast cancer (NCT03184558) (ClinicalTrials.gov, 2018).

In solid organ fibrosis, AXL RTK has been studied in experimental liver, lung, and renal fibrosis (Barcena et al. 2015; Espindola et al. 2018; Zhen et al. 2018). However, the effect of AXL RTK inhibition in kidney fibrosis remains to be a relatively understudied area (Batchu et al. 2013; Hyde et al. 2014). Unilateral ureteral obstruction (UUO) represents an established animal model for renal fibrosis development that also involves partial EMT as a main driver (Grande et al. 2015; Lovisa et al. 2015). Within 1 day after obstruction, reduction in renal perfusion occurs, which is followed by hydronephrosis and fibrosis development within a few days, and loss and flattening of the cortex within 1–2 weeks. The contralateral nonligated kidney remains histologically normal and can therefore serve as a control (Vaughan et al. 2004; Chevalier et al. 2009).

The hypothesis of this study was that AXL RTK is involved in fibrosis development in UUO and that inhibition of AXL RTK with the selective small molecule bemcentinib leads to the reduction in fibrosis development in UUO.

## Methods

### Animals

Eight to nine‐week‐old male C57Bl/6JOlaHSD mice were obtained from Envigo (Horst, The Netherlands). All animals were kept in the local animal facility of the Department of Biomedicine at the University of Bergen, Norway. The experiments were conducted in accordance with the guidelines and approval of the Norwegian Food Safety authority (Approval numbers: 16/116548 and 17/129461).

### Unilateral ureteral obstruction

All surgical procedures were performed under isoflurane anaesthesia (Isoflurane, Baxter, Oslo, Norway. ATC‐nr: N01A B06). The operation site was shaved with an electric shaver, disinfected, and the left ureter was identified through a subcostal incision and obstructed using a silk ligature at the level of the lower pole of the kidney. Peritoneum and muscles were sewn with Prolene 3‐0 (Ethicon, polypropylen, Summerville, NJ USA) and the skin was clipped with “ez clip wound closures” (Stoelting, Wood Dale, USA). Mice were treated with buprenorphine (Temgesic, Indivior, ATC‐nr: N02A E01) 0.1 mg/kg after the operation (Tveitaras et al. 2015).

### Experimental setup

The experimental setup and treatment groups are illustrated in Figure 1. Animals were divided in groups treated with bemcentinib, [(1‐(6,7‐dihydro‐5H‐benzo[6,7]cyclohepta[1,2‐c]pyridazin‐3‐yl)‐N3‐((7‐pyrrolidin‐1‐yl)‐6,7,8,9‐tetrahydro‐5H‐benzo[7]annulene‐2‐yl)‐1H‐1,2,4‐triazole‐3,5‐diamine)], its solvent Vehicle (0.5% hydroxylpropyl‐methylcellulose in 0.1% tween 80), Angiotensin‐converting enzyme inhibitor (ACEI, Enalapril maleate salt, Sigma‐Aldrich, E6888) or ACEI plus bemcentinib. Bemcentinib was administered by oral gavage at a dose of 50 mg/kg (10 mL/kg) twice daily beginning 1 day before or 3 days after operation. The ACEI was dissolved in Methanol and supplied in the drinking water at 100 mg/L and a fresh solution was prepared every third day (Moridaira et al. 2003).

**Figure 1:**
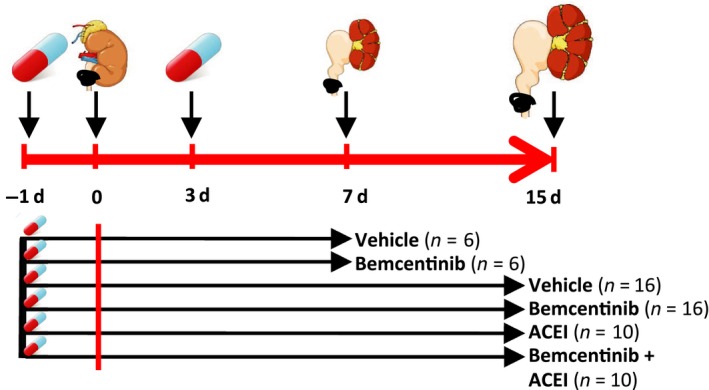
Experiment setup. Experiment setup of unilateral ureteral obstruction (UUO) in male C57Bl/6 mice. Pretreatment of C57Bl/6 mice with either bemcentinib, ACE inhibitor (ACEI), bemcentinib plus ACEI or vehicle was started 1 day before the operation. Mice were subjected to UUO at day 0. Subsequently, mice were sacrificed on day 7 (*n* = 6 for bemcentinib, *n* = 6 for vehicle‐treated mice) or 15 (*n* = 16 for bemcentinib, *n* = 10 for ACEI, and bemcentinib plus ACEI and *n* = 16 for vehicle‐treated mice) after the operation.

### Sacrifice of mice and sample collection

Animals were sacrificed on day 7 or day 15 after the operation. Mice were anesthetized with isoflurane, the abdominal aorta was dissected and cannulated in order to perfuse the organs with ice‐cold PBS (Tveitaras et al. 2015). The kidneys were then removed and cut in transverse slices that were either snap frozen in RNAlater (RNA Stabilization agent; Qiagen, Venlo, the Netherlands, catalog number: AM7020) and stored at −80°C or fixed in 4% formaldehyde to be processed and embedded in paraffin according to standard procedures at the Institute of Pathology, Haukeland University Hospital, Bergen, Norway. Blood was collected using heart puncture at time of sacrifice. Serum creatinine levels were measured by Bevital AS, Bergen, Norway, using established HPLC‐MS/MS methodology (Midttun et al. 2013).

### Immunohistochemistry and Sirius Red staining

FFPE sections (3 *μ*m) from the ligated and the nonligated kidneys were deparaffinized in xylene and rehydrated in decreasing concentrations of ethanol. Sections subjected to Sirius Red (SR) staining were incubated with a solution of 0.1% SR F3B (BDH Laboratory supplies, catalog number: 34149) in saturated aqueous picric acid for 30 min. Sections for immunohistochemistry were subjected to microwave heat (pH 9.0 or pH 6.0 target retrieval buffer, Dako) or enzyme‐induced epitope retrieval as shown in Table 1, followed by 10 min incubation with Peroxidase block (Dako) to quench endogenous peroxidase activity. Blocking of unspecific binding sites was achieved by incubating the section with 10% normal goat serum (Dako) or Avidin/Biotin block (Vectorlabs) depending on the detection method used. Primary antibodies were diluted in antibody diluent with background reducing agent (Dako). Dilutions, incubation times, and retrieval methods employed for each reaction are listed in Table 1. Labeled polymer‐Horseradish peroxidase conjugated to goat antimouse or antirabbit immunoglobulins (Envision+^®^ system, Dako) was used to detect immunoreactivity of anti‐Vimentin (VIM), anti‐alpha Smooth muscle actin (*α*SMA), anti‐N‐cadherin (CDH2) and anti‐Twist antibodies. Tissue bound anti‐AXL antibody was detected using 30 min incubation with rabbit anti‐goat IgG (1:1000, SouthernBiotech), followed by incubation with Envision+^®^ polymer. Anti‐F4/80 antibody was detected using 30 min incubation with biotinylated goat anti‐rat IgG (1:300, Vectorlabs), followed by Vectastain ABC‐HRP reagent (Vectorlabs). All immunoreactions were visualized using 3,3′‐diaminobenzidine (DAB, Dako), counterstained with Hematoxylin (Dako), dehydrated and cover‐slipped using nonaqueous mounting medium. All reagents and kits were used by following the manufacturer`s instructions.

**Table 1:** Antibodies used in immunohistochemistry

Antibody	Company	Catalog number	Epitope retrieval	Dilution	Incubation
Monoclonal rabbit anti‐VIM	Abcam	ab92547	pH 9	1:3000	1 h
Purified rat anti‐ F4/80	BioRad	MCA497GA	Proteinase K	1:300	Overnight
Polyclonal goat anti‐ AXL	R & D systems	AF854	pH 9	1:1000	1 h
Monoclonal mouse anti‐*α*SMA	Dako	M0851	No retrieval	1:200	30 min
Monoclonal mouse anti‐CDH2	Abcam	ab98952	pH 6	1:1000	1 h
Monoclonal mouse anti‐TWIST	LSBio	SAB4504605	pH 6	1:2000	1 h

Antibodies against Vimentin (VIM), F4/80, AXL, alpha Smooth muscle actin (*α*SMA), C‐cadherin (CDH2), and TWIST used for immunohistochemical stainings in this study, including their provenance, mode of epitope retrieval, dilution, and incubation duration.

### Quantification of immunohistochemistry and Sirius Red stainings

Stained slides were scanned in ScanScope™ system (Aperio, Vista, California, USA) with a resolution of 0.23 *μ*m per pixel, and the generated digital slides were viewed in Imagescope 12 (Leica Biosystems, Nussloch, Germany). Quantification of SR and IHC stainings were carried out using the color deconvolution algorithm version 9 (Aperio), and the red, green, and blue (RGB) values for SR or DAB were obtained as described elsewhere (Ruifrok and Johnston 2001; Osman et al. 2013; Rosa et al. 2013). The obtained percentages of positive pixels were compared between different treatment groups.

### Scoring of cortical tissue loss

Central transversal sections of the kidney were stained with PAS. The sections were reviewed by two of the authors (S. L. and J. B.) in a blinded manner. Cortex thickness and pelvis dilatation were semiquantitatively scored according to a visual grading scale from 0 to 4, where 0 corresponds to normal cortex thickness and unremarkable pelvis and 4 corresponds to maximal cortex thinning and pelvis dilatation (O'Neill 2000).

### Quantification of collagen deposition by hydroxyproline measurement

The colorimetric QuickZyme^®^ total collagen assay was utilized for quantification of collagen deposition by hydroxyproline (Hyp) measurement (QuickZyme Biosciences, Leiden, The Netherlands, catalog number: QZBtotcol1). Aliquots of 10–25 mg of snap frozen mouse renal tissues were first hydrolyzed in 6 mol/L HCl for 20 h at 95°C. The lysates were diluted to 4 mol/L HCl and then added in triplicates to a 96‐well plate. Assay buffer and detection reagent were then added and the plate was incubated for 60 min at 60°C and read at 570 nm on a spectrophotometer. Quantity of total proteins was determined by using the QuickZyme total protein assay (QuickZyme, catalog number: QZBtotprot1). Following the addition of assay buffer and a color reagent, the assay plate was incubated at 85°C for 60 min and then read at 570 nm on a spectrophotometer. Read‐outs of the collagen assay were normalized to total protein contents of the tissue samples.

### Western blot

Protein extraction from mouse kidney tissues was achieved by using RIPA buffer (Sigma‐Aldrich, catalog number: R0278) with the addition of complete protease inhibitor (Roche, catalog number: 4693116001) and phosphatase inhibitor cocktail (Sigma‐Aldrich, catalog number: P5726). Protein concentration was determined using Pierce BCA Protein Assay Kit (Thermo Scientific, catalog number: 23225). Proteins were separated in Bolt 4–12% Bis‐Tris Plus electrophoresis gels and transferred to nitrocellulose membranes using iBlot 2 System. Membranes were blocked with 5% BSA in PBS containing 0.1% Tween‐20 and then incubated overnight with goat anti‐mouse AXL (R&D, catalog number: AF854), or with rabbit anti‐SNAIL+SLUG (Abcam, ab180714). SeeBlue Plus2 Pre‐stained Protein Standard (Invitrogen, LC5925) was used to visualize protein molecular weight. The blots were washed three times with a wash buffer (PBS, 0.1% Tween‐20) and then incubated for 1 h either with rabbit anti‐goat (Southern Biotech, catalog number: 6164‐01), or goat anti‐rabbit (Abcam, ab205718) secondary HRP‐linked antibodies for detection of AXL and SNAIL, respectively. The blots were washed again and developed using Pierce ECL Plus Western blotting substrate (Thermo Fisher). Chemo‐luminescence signals were assessed using Syngene G:Box camera and GeneSys software (Cambridge, UK). Densitometry analysis was performed using the ImageJ.

### Quantification of chemokines by multiplex bead immunoassays

Chemokine levels were analyzed using a multiplex fluorescent bead‐based immunoassay (Bio‐Plex Pro Mouse Chemokine Assay, Bio‐Rad Laboratories, catalog number: 12002231 and Y60000CMCZ). The Bio‐Plex 200 System processed by Luminex was used, including microplate platform and Bio‐Plex Manager 6 software. The analysis was done according to the manufacturer's recommendations based on the Luminex xMAP technology. The amount of protein in each sample was extrapolated and compared with the standard curve ranges with concentrations reported in pg/mL (Houser 2012).

### RNA extraction and mRNA sequencing

For RNA extraction from frozen murine tissues, we used the RNeasy mini kit (Qiagen, catalog number: 74104). To determine the quality of extracted RNA, we used the Agilent 2100 BioAnalyzer and RNA 6000 Nano total RNA kit (Agilent Technologies, catalog number: 5067‐1511). Sequencing libraries of murine tissues were prepared using the TruSeq stranded mRNA library preparation kit (Illumina, USA) and sequenced on an Illumina HiSeq4000 platform at the Genomics Core Facility at the Department of Clinical Medicine at Haukeland University Hospital, Bergen, Norway.

### Analysis of mRNA sequencing data

Reads of murine mRNA were aligned to GRCm38, M13 Gencode release using HISAT2 2.0.5 (Kim et al. 2015). Aligned reads present within adequate GENCODE gene annotation regions (Harrow et al. 2006) were counted using featureCounts (Liao et al. 2014). Count data were analyzed using the LIMMA package in R bioconductor ( https://www.bioconductor.org/packages/release/bioc/html/limma.html) (Ritchie et al. 2015). Preprocessing of count data included log2 transformation and scaling to the library size to obtain log2 cpm values (log2 of counts per million). Voom was applied to estimate nonparametrically the mean‐variance trend of the logged read counts and to use this mean‐variance relationship to predict the variance of each log2cpm value (Law et al. 2014). Further model fitting was performed as outlined (Ritchie et al. 2015). Various contrasts were then applied to obtain statistically significant expression changes. An arbitrary cutoff (Benjamini‐Hochberg adjusted *P*‐value of 0.05 and a minimum fold change of 1.5) was applied as criteria for significance. Additional computation and data visualization was performed using the software JMP Genomics (v.8.2, www.sas.com), and Graphpad Prism v. 7 ( www.graphpad.com). The “perturbation score” of murine mRNA expression results was calculated as follows: for each sample, normalized log2cpm values were standardized to the average normalized log2cpm of the nonligated samples. Ratios smaller than 1 were inversed, so that values for under‐ and over representation would contribute equally to the score and not balance each other out. The average ratio was calculated for all genes by sample, resulting in the perturbation score for each sample. The list of “random genes” was generated within JMP Genomics. The list of metzincins and related genes (MARGS) was taken from our previous publication (Marti et al. 2014). The list of macrophage‐related genes were taken from (Mosser and Edwards 2008). All other gene lists were extracted from SABiosciences ( http://gncpro.sabiosciences.com/gncpro/gncpro.php). The gene lists are presented in the Table S1.

The sequencing data are available in the repository Gene Expression Omnibus https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123674.

### Gene ontology and pathway analysis

Significantly up‐ and down‐regulated genes were analyzed for enrichment of gene ontology (GO) terms (including biological processes in particular) and KEGG pathway by using PantherDB ( www.pantherdb.org) (Mi et al. 2017). In the results, we mainly focused on “biological processes” because these are the most widely used for GO analysis. False Discovery Rate (FDR) values lower than 0.05 were considered significant.

### Statistics

Results are presented as mean ± standard deviation. Pair‐wise comparisons between the ligated and contralateral nonligated kidneys were performed by paired sample *t*‐test. The unpaired *t*‐test was used to compare differences between two groups, such as mRNA abundance in ligated bemcentinib‐treated or vehicle‐treated kidneys. For multiple group comparisons such as in SR or IHC staining and hydroxyproline content measurement analyses, one‐way ANOVA was performed, always followed by post hoc analysis with Bonferroni correction. Values of *P* ≤ 0.05 were regarded as significant. *P* values were marked with * (≤0.05), ** (≤0.01), *** (≤0.001), and **** (≤0.0001). All analyses were performed in Statistical Package for Social Sciences (SPSS, Version 25, IBM Analytics).

## Results

### Ureteral ligation induces fibrosis, inflammation, and up‐regulation of AXL

To characterize the degree of EMT development and AXL expression of the UUO model, we first analyzed the effect of ureteral obstruction in terms of fibrosis, EMT, and inflammation by pairwise comparison of ligated and contralateral nonligated kidneys harvested from the vehicle‐treated group at day 15 (*n* = 16). Histological examination identified visible tubulointerstitial fibrosis and tubular atrophy in the ligated kidneys (Fig. 2A and B). Quantification of the percentage of total positive pixels in SR stained kidney sections (Fig. 2D and E) revealed a significantly higher amount of collagen deposition in the ligated kidneys (mean percentage (%) of positive pixels 14.5 ± 7.4% standard deviation (SD) as compared to the contralateral nonligated kidneys (2.5% ± 2.4%, paired samples *t*‐test, *P*‐value < 0.001). These findings were further supported by colorimetric quantification of Hyp in kidney lysates of the same mice where significantly higher signals were detected from the ligated kidneys (7.76 ± 2.39 *μ*g Hyp/mg total protein) in comparison to the contralateral kidney (2.37 ± 0.59 *μ*g Hyp/mg total protein, *P*‐value < 0.001). Moreover, IHC staining for *α*SMA and VIM (Fig. 2G–L) also showed more staining in ligated compared to nonligated kidneys; an evidence of higher proliferation and activation of myofibroblasts. The mean percentage of positive pixels for VIM was found to be 56.5 ± 5.7% in the ligated kidneys, while contralateral kidneys scored 18.69 ± 1.85% (*P*‐value < 0.001). In the case of *α*SMA, the difference was also found to be statistically significant (*P*‐value = 0.006), with ligated kidneys having 70.13 ± 11.65% compared to 25.2 ± 7.68% for the nonligated kidneys.

**Figure 2:**
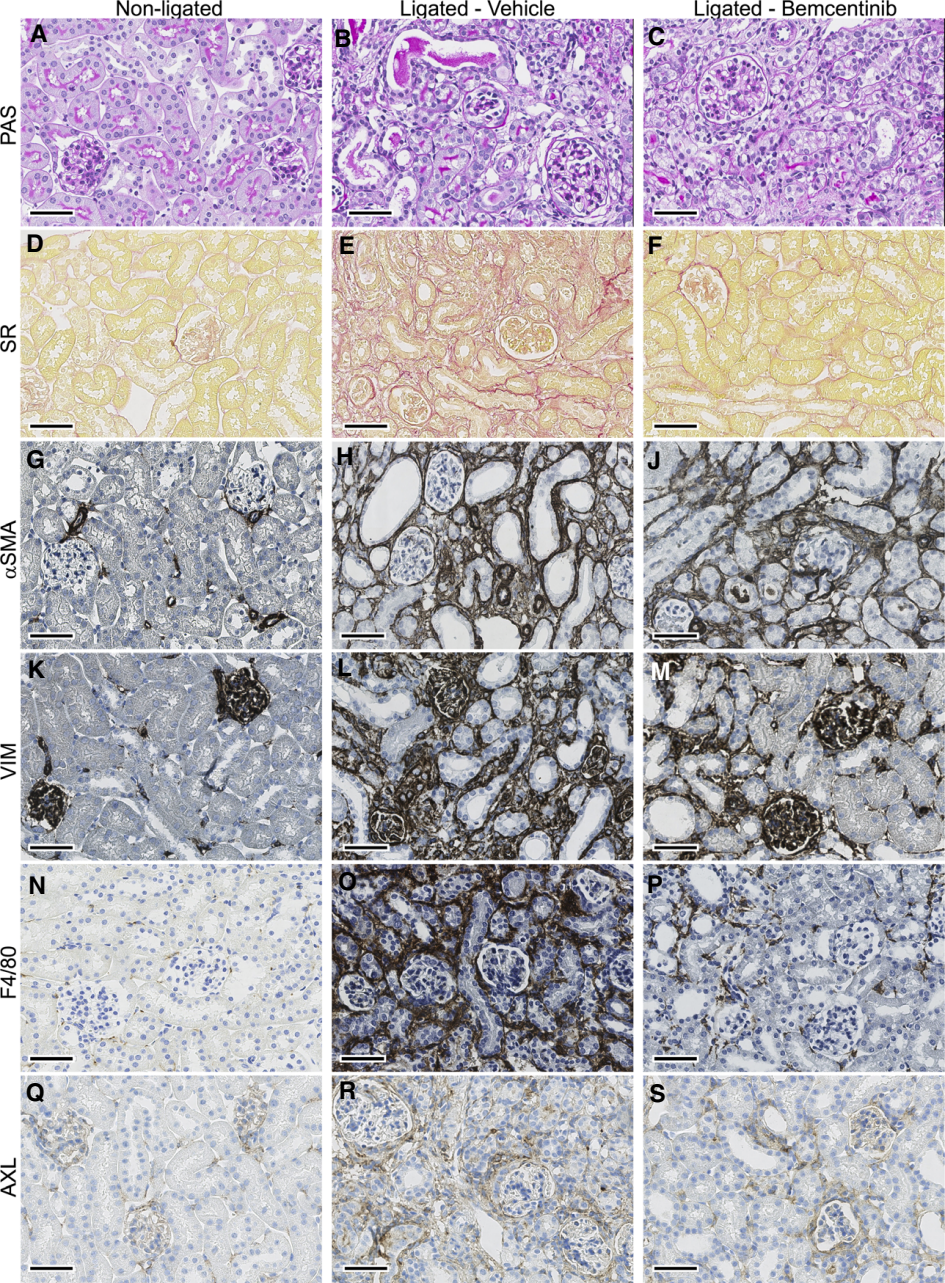
Representative histological images of kidney tissues harvested from male C57Bl/6 mice after 15 days of ureteral obstruction. Formalin fixed paraffin embedded sections from nonligated (left column), ligated vehicle‐treated (middle column) or ligated bemcentinib‐treated kidneys (right column), stained with PAS (A–C), Sirius Red (SR, D–F), or stained by immunohistochemistry (brown) for alpha Smooth muscle actin (*α* SMA, G–J), Vimentin (VIM, K–M), F4/80 (N–P) or AXL (Q–S). Unilateral ureteral obstruction leads to tubulointerstitial fibrosis and tubular atrophy in the ligated kidney compared to the nonligated kidney as seen in the Periodic Acid Schiff staining (PAS, A, B). Counterstaining with hematoxylin. Scale bar is 50 *μ*m.

Expression of EMT‐related markers was also found to be increased by ureteral obstruction, and AXL staining was detected in the intertubular interstitial cells, sporadically apical in the tubular epithelial cells of atrophic tubules and in parietal cells of the Bowman′s capsule in glomeruli (Fig. 2Q and R). Additionally, higher amounts of AXL and SNAIL proteins were detected in the lysates of ligated kidneys in comparison to nonligated in western blot (Fig. 3A, B, E and G). Ligated vehicle‐treated kidneys showed higher expression of TWIST (percentage of positive pixels 70.7 ± 4.4%) as compared to the contralateral kidney (52.6 ± 3.8%, *P* = 0.002) by IHC (Fig. 3I and K). No statistically significant difference in CDH2 expression was detected by quantification of IHC (Fig. 3J and L). Taken together, these findings indicate induction of a partial EMT program by kidney ligation as evident by altered expression of SNAIL, TWIST, AXL but not CDH2.

**Figure 3:**
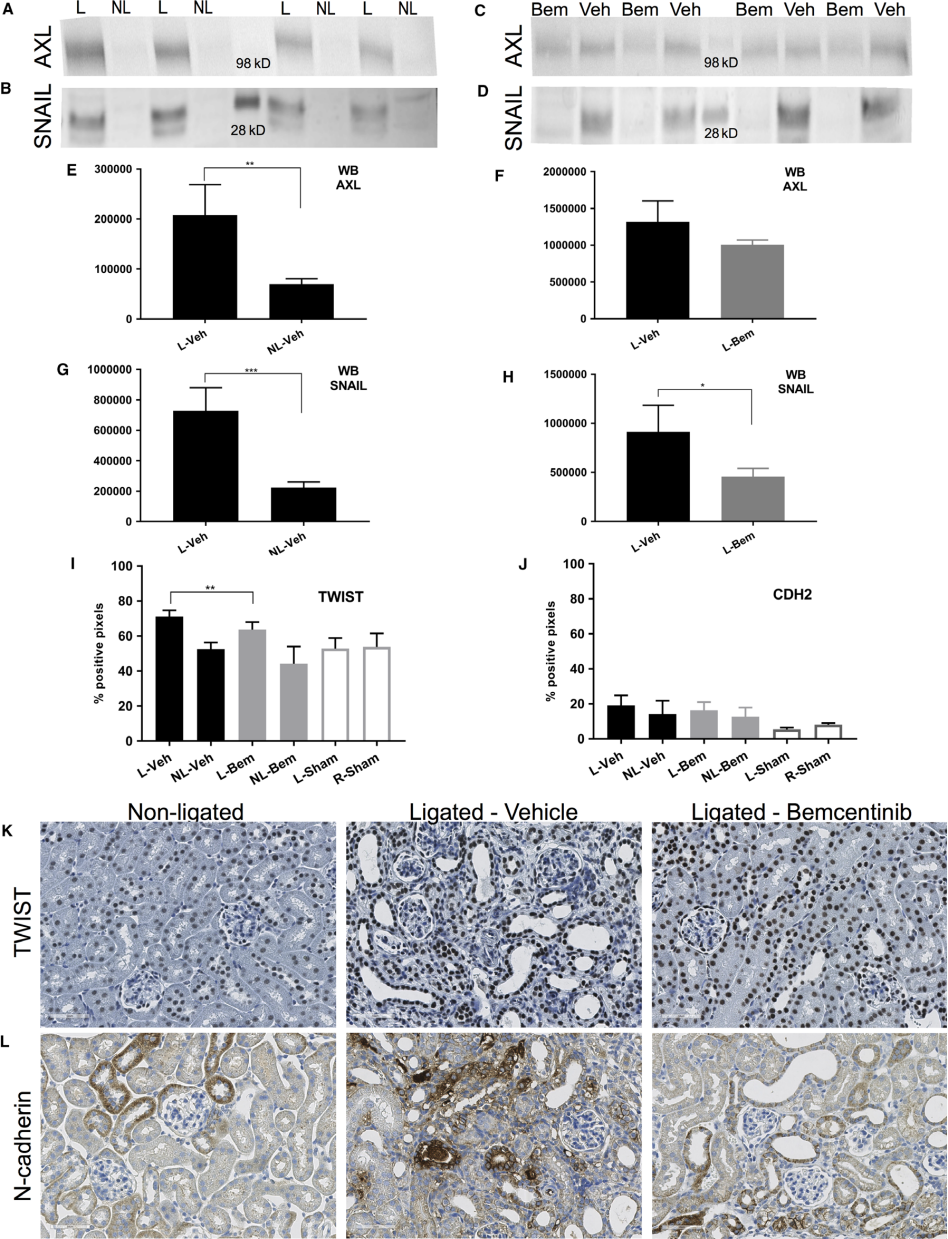
Protein levels of EMT‐related markers in UUO and the effect of Bemcentinib treatment. Comparison of AXL (A) and SNAIL (B) concentrations in ligated (L) and nonligated (NL) kidney lysates from vehicle‐treated mice after 15 days of obstruction. AXL (C) and SNAIL (D) abundance in ligated kidneys from bemcentinib (Bem‐L) and vehicle (Veh‐L)‐treated kidney lysates. Quantification of the WB bands intensity (E–H). Immunohistochmical staining of TWIST (K) and N‐cadherin (L) in nonligated (left), ligated vehicle‐treated (middle) or ligated bemcentinib kidneys (right).

Ligated kidneys were found to be highly infiltrated by F4/80 positive cells (30.8 ± 12.4% positive pixels) as compared to their nonligated counterparts (4.9 ± 1.8%, *P* = 0.008). Additionally, analysis of inflammatory cytokines in kidney tissue lysates by ELISA showed significantly elevated levels of several inflammatory cytokines in the ligated kidneys (Table 2). Moreover, fibroblast growth factor (FGF) was found to be higher in lysates from ligated kidneys (4590 ± 906.5 pg/mL) in comparison to 670 ± 68.4 pg/mL in the contralateral kidneys (Table 2).

**Table 2:** Cytokines, chemokines, and proteins as measured by ELISA in ligated and nonligated kidneys 15 days after obstruction

Chemokine	Kidney	Mean	*n*	SD	*P*‐value
Eotoxin2 (CCL24)	Ligated	2770.4780	5	380.88481	0.016
	Nonligated	1484.1840	5	383.64506	
Fractalkine (CX3CL1)	Ligated	524.9280	5	108.32174	0.029
	Nonligated	309.2780	5	44.58575	
KC (CXCL1)	Ligated	52.4360	5	10.90941	0.003
	Nonligated	32.6000	5	9.16972	
MCP1 (CCL2)	Ligated	460.5320	5	94.53758	0.000
	Nonligated	235.1500	5	46.73821	
MCP3 (CCL7)	Ligated	106.0100	5	13.11334	0.002
	Nonligated	22.8660	5	4.54817	
MIP2 (CXCL2)	Ligated	677.6900	5	66.70261	0.000
	Nonligated	25.9520	5	6.93674	
TARC (CCL17)	Ligated	164.9520	5	35.77862	0.004
	Nonligated	82.7700	5	5.96584	
MCP5 (CCL 12)	Ligated	527.6900	5	170.31400	0.002
	Nonligated	24.7700	5	9.47600	
IL‐8	Ligated	100.1667	6	29.47146	0.000
	Nonligated	670.6667	6	68.40955	
FGF	Ligated	4590.5000	6	906.44928	0.000
	Nonligated	133.3333	6	32.92820	
M‐CSF	Ligated	267.0000	6	31.89984	0.000
	Nonligated	33.6667	6	7.14609	
VEGF	Ligated	33.8333	6	6.99762	0.000
	Nonligated	363.0000	6	52.86965	
IL‐5	Ligated	6.0000	6	1.41421	0.000
	Nonligated	37.8333	6	4.62241	
G‐CSF	Ligated	15.1667	6	4.62241	0.001
	Nonligated	1.8333	6	0.40825	

Differences in the mean protein concentration (pg/mL) were investigated for statistical significance by paired sample *t*‐test.

### Treatment with bemcentinib reduces fibrosis development in obstructed kidneys

Differences in fibrosis development between ligated kidneys from bemcentinib and vehicle‐treated mice were not detectable after 7 days of obstruction, and renal tissues only displayed a low grade of fibrosis in SR staining as measured by Aperio (6.2 ± 2.9% positive pixels in ligated bemcentinib‐treated and 6.9 ± 4.3% in ligated vehicle‐treated kidneys, *P* = 0.74) (Fig. 4A). After 15 days, the amount of fibrotic tissue as measured by SR staining remained low in the ligated bemcentinib‐treated kidneys (mean 6.3 ± 3.3%), but was significantly increased in the ligated vehicle‐treated group (14.7 ± 6.1% SD, *P* < 0.001, one‐way ANOVA) (Figs. 2E, F and 4B). Treatment with ACEI did not result in a significant reduction in fibrosis development in the ligated kidneys compared to the ligated vehicle‐treated controls (11.9 ± 4.4% in ligated ACEI‐treated kidneys). However, bemcentinib treatment resulted in less fibrosis development as measured by SR staining in ligated kidneys as compared to ligated ACEI‐treated kidneys (*P* = 0.026, one‐way ANOVA). Combined treatment with bemcentinib plus ACEI did not show an additive effect on fibrosis development in ligated kidneys compared to bemcentinib treatment alone (7.9 ± 3.2% in ligated bemcentinib plus ACEI‐treated kidneys) (Fig. 4B).

**Figure 4:**
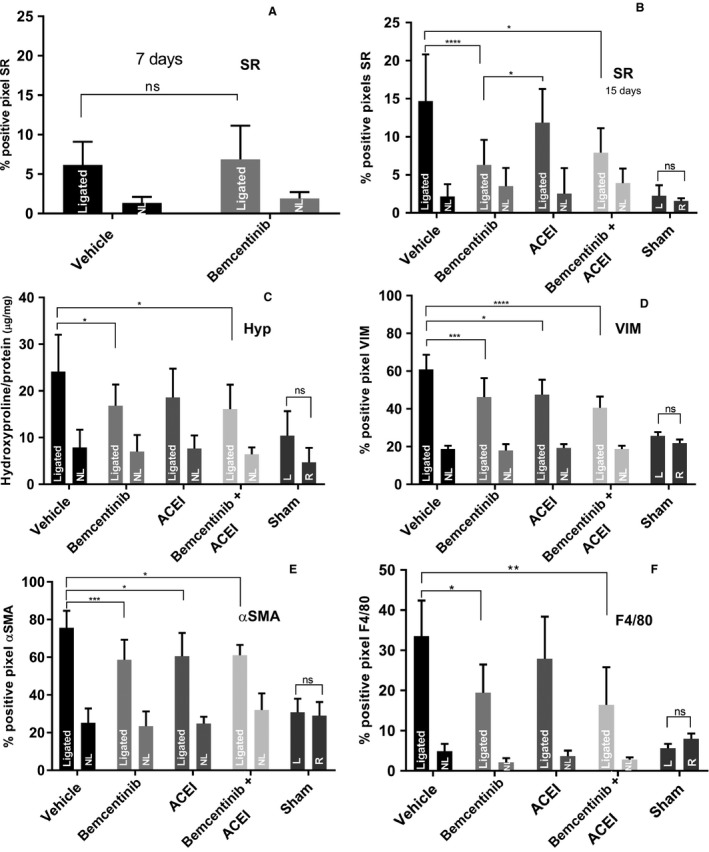
Quantification of Sirius Red staining, immunohistochemistry and hydroxyproline content. Bar charts representing the mean percentage of positive pixels of Sirius Red (SR) staining after 7 days (A) and 15 days (B), the mean percentages of positive pixels of immunohistochemistry for Vimentin (D), *α* SMA (E) and F4/80 (F), and hydroxyproline (Hyp, C) content quantification of ligated (L) and nonligated (NL) kidneys treated with vehicle, bemcentinib, Angiotensin‐converting enzyme inhibitor (ACEI) or bemcentinib + ACEI (B) after 15 days of obstruction. Error bars represent standard deviation.

In accordance with SR staining, significantly less Hyp content was measured in the ligated bemcentinib‐treated compared to the ligated vehicle‐treated kidneys after 15 days (16.8 *μ*g Hyp per mg total protein (*μ*g/mg) ± 4.6 *μ*g/mg SD in ligated bemcentinib‐treated kidneys and 24.2 ± 7.9 *μ*g/mg in ligated vehicle‐treated kidneys, *P* = 0.014, one‐way ANOVA). Bemcentinib showed a tendency to less fibrosis development in ligated kidneys compared to the ACEI‐treated group as measured by Hyp quantification, but the difference was not statistically significant. However, ACEI had no significant effect on fibrosis development in ligated kidneys compared to vehicle treatment (18.6 ± 6.2 *μ*g/mg in the ligated ACEI‐treated kidneys, *P* = 0.291 in one‐way). Again, bemcentinib plus ACEI did not have an additive effect (Fig. 4C). Sham operated mice did not show any sign of fibrosis or other renal damage.

Semiquantitative scoring of the cortex thickness and pelvis dilatation in ligated kidneys, as described in Methods, showed a lower score for bemcentinib‐treated ligated kidneys (Score 1.7 ± 0.8 SD) as compared to vehicle treatment (Score 2.8 ± 1.2 SD, *n* = 16, *P* = 0.015). This corresponds to preservation of more cortical tissue as a result of bemcentinib therapy.

Taken together, these findings confirm less fibrosis development through inhibition of AXL RTK.

### Attenuated EMT and myofibroblast activation in ligated kidneys by bemcentinib treatment

After 15 days of obstruction, percentage of positive pixels for IHC of VIM was significantly lower in the ligated bemcentinib‐treated compared to the ligated vehicle‐treated kidneys (46.3 ± 10.0% in ligated bemcentinib‐treated, 61.0 ± 7.8% in ligated vehicle‐treated kidneys, *P* = 0.0002, one‐way ANOVA). Percentage of positive pixels for IHC of *α*SMA was significantly lower in the ligated bemcentinib‐treated compared to the ligated vehicle‐treated kidneys (58.7 ± 10.6% SD in ligated bemcentinib‐treated, 75.7 ± 9.0% in ligated vehicle‐treated kidneys, *P* = 0.00016, one‐way ANOVA) (Figs. 2G, M and 4D, E). Bemcentinib treatment lead to significantly less VIM and *α*SMA staining in ligated kidneys compared to the ligated vehicle‐treated controls, but combined treatment with ACEI did not have an additive effect (Fig. 4D and E).

Statistically significant difference between bemcentinib‐ and vehicle‐treated ligated kidneys was detected by quantification of IHC TWIST (Bemcentinib 63.7 ± 4.3%, 71.1 ± 3.6% Vehicle, *P* = 0.003, Fig. 3I and K). On the other hand, bemcentinib treatment did not have a significant effect in the expression of CDH2 as measured by IHC quantification (Fig. 3J and L).

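Messenger RNA was sequenced from 18 kidneys after 15 days of unilateral ureteral obstruction (UUO), in which one ureter is tied and the kidney of the other side is left nonligated. The samples were ligated kidneys of 6 vehicle-treated and 6 bemcentinib-treated mice and nonligated kidneys of 3 vehicle-treated and 3 bemcentinib-treated mice. The labels of the deposited samples give the time as 2 weeks. Bemcentinib inhibits the AXL receptor tyrosine kinase and was given orally at 50 mg/kg, 2 times a day. The authors aligned the reads to GRCm38 with HISAT2 and counted fragments on the exons of GENCODE M13 genes with featureCounts. The counting used no strand and left out fragments that fell on several genes or places, so that counts of overlapping, antisense and near-identical genes are uncertain. The authors deposited the counts of all annotated genes without normalization and, for a part of these genes, values on the log2 scale (log2cpm). The paper describes the log2cpm as scaled to library size, and their values match TMM normalization. Total counts in ligated vehicle-treated kidneys ranged from 22948552 to 134386854, with a median of 33368224. In ligated bemcentinib-treated kidneys they ranged from 17043674 to 32232525, with a median of 24766367.5. The range was 21765844 to 27117844 in nonligated vehicle-treated kidneys and 19774079 to 29597838 in nonligated bemcentinib-treated kidneys. The 19357 genes with enough counts for edgeR's filter were tested on the deposited counts after TMM normalization. One model with a mean for each of the 4 groups was fitted to all samples and tested with edgeR's quasi-likelihood test. As in the paper, a gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 1.5. Expression is given as counts scaled to library size (CPM) after TMM normalization, as mean ± SD, and gene positions refer to GRCm38.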

Analysis of mRNA sequencing data showed that bemcentinib treatment resulted in down‐regulation of mRNA abundances of several key genes involved in fibrosis and EMT development in the ligated kidneys as compared to the vehicle‐treated group. A selection of particularly relevant genes is provided in Table 3A. 

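Table 3 lists 41 genes in its parts A and B. In ligated bemcentinib-treated kidneys, 36 of them had a lower mean mRNA abundance than in ligated vehicle-treated kidneys. Adjusted over all tested genes, 22 had an edgeR adjusted p-value under 0.05, of which 19 were lower and 3 were higher, and 10 also passed the minimum fold change. Adjusted over the 41 genes alone, 34 had an adjusted p-value under 0.05. As the list was chosen by the authors from the same data, the latter count shows no stability. Among the 13 collagen genes of the list, 8 were lower with an adjusted p-value under 0.05. *Col15a1* (ENSMUSG00000028339, chromosome 4, 47208161 to 47313167) fell from 539 ± 51.7 CPM (SD, n = 6) to 321 ± 26.3 CPM (SD, n = 6), with all 6 bemcentinib-treated kidneys below all 6 vehicle-treated kidneys. Its log2 fold change was -0.75 (standard error 0.09, edgeR adjusted p = 1.06e-05), and it stayed between -0.79 and -0.71 when each ligated kidney was left out in turn. *Col10a1* (ENSMUSG00000039462, chromosome 10, 34389981 to 34397085) had the largest log2 fold change of the list, at -1.81 (standard error 0.44, edgeR adjusted p = 0.0045). Its abundance was 5.35 ± 2.27 CPM (SD, n = 6) with vehicle and 1.51 ± 1.3 CPM (SD, n = 6) with bemcentinib, and its span overlaps *Nt5dc1* on the other strand. Among the matrix metalloproteinases, *Mmp2* (ENSMUSG00000031740, chromosome 8, 92827291 to 92853420) had a log2 fold change of -0.62 (standard error 0.14, edgeR adjusted p = 0.00283) and *Mmp12* (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499) one of -0.96 (standard error 0.28, edgeR adjusted p = 0.0158).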

Notably, the key EMT inducing transcription factors *Snai1/2*,* Twist,* and *Stat1* as well as collagens (e.g. collagen III and IV chains), *Tgfβ1*, including *Tgfβr1/2*,* Akt3*,* Elastin,* and *Smad2/4*, were down‐regulated as a consequence of bemcentinib treatment. Accordingly, therapeutic intervention also led to a reduction in *Axl* expression on the mRNA level (Table 3A). 

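Of the transcription factors, *Twist1* (ENSMUSG00000035799, chromosome 12, 33957671 to 33959817) had 3.16 ± 0.409 CPM (SD, n = 6) in ligated vehicle-treated and 2.13 ± 0.565 CPM (SD, n = 6) in ligated bemcentinib-treated kidneys, a log2 fold change of -0.56 (standard error 0.18, edgeR adjusted p = 0.019). The log2 fold change of *Snai1* (ENSMUSG00000042821, chromosome 2, 167538195 to 167542814) was -0.28 (standard error 0.14, edgeR adjusted p = 0.139), from 11.2 ± 1.37 to 9.17 ± 2.24 CPM. *Snai2* (ENSMUSG00000022676, chromosome 16, 14705852 to 14709395) changed by -0.32 (standard error 0.14, edgeR adjusted p = 0.093) on the log2 scale. *Tgfbr1* (ENSMUSG00000007613, chromosome 4, 47353222 to 47414931) fell by 0.48 on the log2 scale (standard error 0.07, edgeR adjusted p = 5.91e-05) and *Tgfbr2* (ENSMUSG00000032440, chromosome 9, 116084293 to 116175360) by 0.22 (standard error 0.06, edgeR adjusted p = 0.0095), and for both genes every bemcentinib-treated kidney lay below every vehicle-treated kidney. The log2 fold change of *Tgfb1* (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) was -0.29 (standard error 0.11, edgeR adjusted p = 0.0555). *Smad2* changed by -0.13 (standard error 0.06, edgeR adjusted p = 0.129) and *Smad4* by -0.14 (standard error 0.06, edgeR adjusted p = 0.0537). Elastin (*Eln*, ENSMUSG00000029675, chromosome 5, 134702593 to 134747323) changed by -0.61 (standard error 0.25, edgeR adjusted p = 0.0675), with 116 ± 50 CPM in vehicle-treated and 75.8 ± 21 CPM in bemcentinib-treated kidneys. The collagen III gene *Col3a1* (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) had 2160 ± 1020 CPM with vehicle and 1330 ± 335 CPM with bemcentinib, a log2 fold change of -0.7 (standard error 0.27, edgeR adjusted p = 0.0523). The collagen IV genes *Col4a1* to *Col4a5* had log2 fold changes between -0.07 and -0.03, with edgeR adjusted p-values from 0.601 to 0.843, and *Col4a6* had one of -0.22 (standard error 0.1, edgeR adjusted p = 0.0979). The ends of *Col4a1* and *Col4a2* overlap on opposite strands. With limma-voom and library sizes only, the log2 fold change of *Smad2* was -0.25 (limma-voom adjusted p = 0.0039) and that of *Snai1* was -0.44 (limma-voom adjusted p = 0.0152). A setting chosen after the values were seen used limma-voom and TMM on the genes of the deposited log2cpm. It gave -0.16 for *Smad2* (limma-voom adjusted p = 0.0438) and -0.34 for *Snai1* (limma-voom adjusted p = 0.0393). In that setting, 39 of the 41 genes of Table 3 matched the paper to the printed digits. With an offset for gene length, the log2 fold change of *Tgfbr2* was -0.12 (edgeR adjusted p = 0.174).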

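*Axl* (ENSMUSG00000002602, chromosome 7, 25757273 to 25788705) encodes the receptor tyrosine kinase that bemcentinib inhibits. Its mRNA abundance was 346 ± 21.8 CPM (SD, n = 6) in ligated vehicle-treated kidneys and 254 ± 20.7 CPM (SD, n = 6) in ligated bemcentinib-treated kidneys. The log2 fold change was -0.44 (standard error 0.07, edgeR adjusted p = 6.15e-05), and the ranges of the groups did not overlap. Leaving out each ligated kidney in turn gave log2 fold changes from -0.47 to -0.42. In nonligated kidneys, *Axl* had 39.3 ± 2.46 CPM (SD, n = 3) with vehicle and 53.3 ± 5.64 CPM (SD, n = 3) with bemcentinib, a log2 fold change of 0.44 (standard error 0.1, edgeR adjusted p = 0.034). This rise had an adjusted p-value over 0.05 under limma-voom, with library sizes only in edgeR, and in 5 of the 6 fits that each left out 1 nonligated kidney. Ligation raised *Axl* in vehicle-treated mice by a log2 fold change of 3.14 (standard error 0.1, edgeR adjusted p = 6.43e-15).

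**Figure D1:**
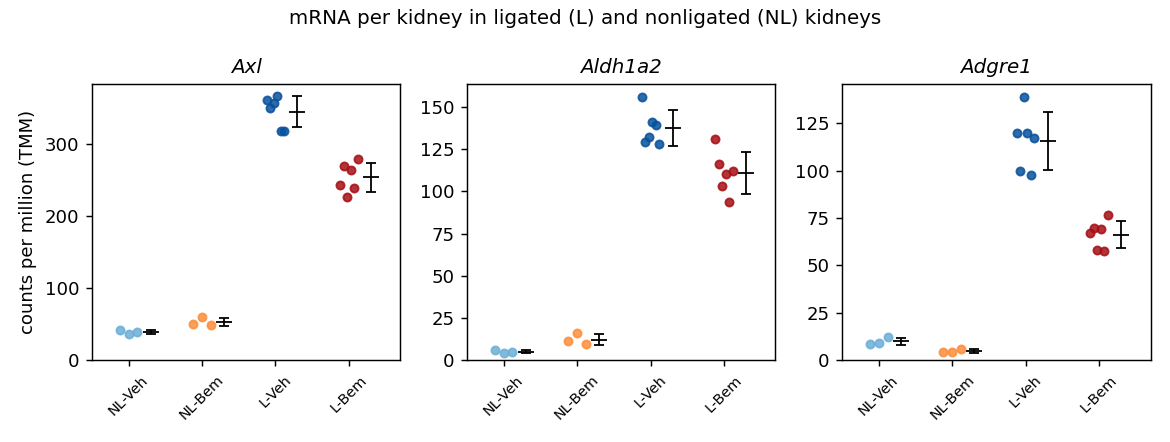
Expression in CPM after TMM normalization of *Axl*, *Aldh1a2* and *Adgre1*, 1 point per kidney, in nonligated (NL) and ligated (L) kidneys with vehicle (Veh) or bemcentinib (Bem), with the mean and SD beside the points. *Axl* is lower with bemcentinib in ligated kidneys and higher with it in nonligated kidneys, where it changes from 39.3 to 53.3 CPM.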

The lower abundance of SNAIL was confirmed on the protein level in quantified western blot bands (*P* = 0.002, Fig. 3H). AXL showed a tendency to lower protein abundance in this analysis but with borderline statistical significance (Fig. 3F). Noteworthy, no significant down‐regulation of CDH2 by bemcentinib treatment was detected on the mRNA level (Table 3A). 

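*Cdh2* (ENSMUSG00000024304, chromosome 18, 16588877 to 16809246), which encodes N-cadherin, was present at 9.9 ± 2.36 CPM (SD, n = 6) in ligated vehicle-treated kidneys. In ligated bemcentinib-treated kidneys it was present at 11.8 ± 3.42 CPM (SD, n = 6), a difference within the spread between kidneys. Its log2 fold change was 0.25 (standard error 0.17, edgeR adjusted p = 0.264) and ranged from 0.09 to 0.37 when each ligated kidney was left out in turn. *Cdh1* (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246), which encodes E-cadherin, had 272 ± 14.5 CPM with vehicle and 304 ± 29.2 CPM with bemcentinib, a log2 fold change of 0.16 (standard error 0.07, edgeR adjusted p = 0.0917).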

Expression of key myofibroblast‐associated genes (summarized in Table 3B) such as *Aldh1a2* and *Crlf1* were also found to be down‐regulated as an effect of bemcentinib treatment supporting a decreased activation of these cells (Grgic et al. 2014). These findings are compatible with attenuation of fibrosis progression through inhibition of EMT development and fibroblast activation following bemcentinib treatment.

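*Aldh1a2* (ENSMUSG00000013584, chromosome 9, 71215789 to 71296243) fell from 137 ± 10.3 CPM (SD, n = 6) in ligated vehicle-treated kidneys to 111 ± 12.5 CPM (SD, n = 6) in ligated bemcentinib-treated kidneys. Its log2 fold change was -0.31 (standard error 0.1, edgeR adjusted p = 0.0187), and 5 of the 6 bemcentinib-treated kidneys lay below all vehicle-treated kidneys. Of the other myofibroblast-associated genes of Table 3B, *Cgnl1* rose by 0.37 (standard error 0.07, edgeR adjusted p = 0.000297), *Lmo7* by 0.3 (standard error 0.08, edgeR adjusted p = 0.00529) and *Myo15b* by 0.36 (standard error 0.12, edgeR adjusted p = 0.0255) on the log2 scale. With limma-voom and library sizes only, *Lmo7* and *Myo15b* had adjusted p-values of 0.0667 and 0.0969. The span of *Myo15b* overlaps *Recql5*. The lower abundances of *E2f8*, *Syne2* and *Zbtb20* had edgeR adjusted p-values of 0.24, 0.0673 and 0.0727. From the lower abundances of fibrosis-, EMT- and myofibroblast-associated mRNAs, the paper proposes that bemcentinib attenuates fibrosis through less EMT and less fibroblast activation.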

**Table 3:** Gene expression changes in ligated bemcentinib‐treated compared to ligated vehicle‐treated kidneys after 15 days. (A) Fibrosis and EMT‐related genes, and (B) Myofibroblast associated genes (Grgic et al. 2014)

ENSEMBL ID	Symbol	Fold change	AveExpr	*P*.Value	adj.*P*.Val
(A)					
ENSMUSG00000024563	SMAD2	−1.12	5.56	0.019	0.044
ENSMUSG00000024515	SMAD4	−1.13	6.13	0.006	0.017
ENSMUSG00000017466	TIMP2	−1.17	7.82	0.040	0.079
ENSMUSG00000032440	TGFBR2	−1.19	7.99	0.001	0.003
ENSMUSG00000031273	COL4A6	−1.20	3.02	0.013	0.033
ENSMUSG00000002603	TGFB1	−1.24	5.49	0.007	0.018
ENSMUSG00000016356	COL20A1	−1.25	2.07	0.016	0.037
ENSMUSG00000042821	SNAI1	−1.26	2.53	0.017	0.039
ENSMUSG00000028163	NFKB1	−1.27	6.41	0.000	0.000
ENSMUSG00000000303	CDH1	1.29	8.02	0.001	0.10
ENSMUSG00000019699	AKT3	−1.32	5.14	0.000	0.000
ENSMUSG00000022676	SNAI2	−1.33	2.98	0.006	0.016
ENSMUSG00000026104	STAT1	−1.33	5.12	0.031	0.064
ENSMUSG00000002602	AXL	−1.38	7.31	0.000	0.000
ENSMUSG00000026837	COL5A1	−1.40	6.37	0.015	0.036
ENSMUSG00000048126	COL6A3	−1.41	6.71	0.018	0.042
ENSMUSG00000007613	TGFBR1	−1.42	7.06	0.000	0.000
ENSMUSG00000040033	STAT2	−1.42	5.83	0.000	0.000
ENSMUSG00000026042	COL5A2	−1.44	7.25	0.005	0.015
ENSMUSG00000035799	TWIST1	−1.50	0.72	0.001	0.005
ENSMUSG00000029675	ELN	−1.51	5.72	0.018	0.042
ENSMUSG00000025650	COL7A1	−1.57	4.03	0.000	0.001
ENSMUSG00000032332	COL12A1	−1.59	7.57	0.000	0.001
ENSMUSG00000031740	MMP2	−1.60	5.97	0.000	0.001
ENSMUSG00000001119	COL6A1	−1.60	6.43	0.004	0.013
ENSMUSG00000056174	COL8A2	−1.60	2.33	0.005	0.016
ENSMUSG00000026043	COL3A1	−1.60	9.07	0.022	0.048
ENSMUSG00000020241	COL6A2	−1.61	5.96	0.006	0.018
ENSMUSG00000019899	LAMA2	−1.63	6.05	0.000	0.000
ENSMUSG00000024304	CDH2	1.65	3.41	0.04	0.23
ENSMUSG00000028339	COL15A1	−1.71	7.56	0.000	0.000
ENSMUSG00000049723	MMP12	−1.87	3.84	0.001	0.005
ENSMUSG00000039462	COL10A1	−3.92	−0.24	0.001	0.002
(B)					
ENSMUSG00000013584	ALDH1A2	−1.27	5.62	0.001	0.002
ENSMUSG00000007888	CRLF1	−1.34	3.46	0.009	0.023
ENSMUSG00000046179	E2F8	−1.43	1.37	0.022	0.048
ENSMUSG00000033060	LMO7	1.21	6.62	0.002	0.008
ENSMUSG00000063450	SYNE2	−1.25	8.79	0.021	0.046
ENSMUSG00000032232	CGNL1	1.28	8.79	0.000	0.000
ENSMUSG00000034427	MYO15B	1.27	6.78	0.010	0.026
ENSMUSG00000022708	ZBTB20	−1.24	8.27	0.029	0.061

### Fibrosis‐related genes are differentially expressed following bemcentinib treatment

We evaluated and compared the effect of bemcentinib treatment over 15 days on gene expression in ligated kidneys, as reflected by mRNA abundances. A total of 1424 genes were significantly differentially expressed in bemcentinib‐treated animals compared to vehicle‐treated animals (*n* = 6 for each group) (Fig. 5A). 

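Of the 19357 tested genes, 2160 were differentially expressed between ligated bemcentinib-treated and ligated vehicle-treated kidneys by edgeR's quasi-likelihood test, 1069 with higher and 1091 with lower abundance under bemcentinib. For 1139 of them, 615 higher and 524 lower, the 6 bemcentinib-treated kidneys did not overlap the 6 vehicle-treated kidneys, which has a probability of 0.00216 by chance for a gene that was not chosen by its difference. The alternative that moved the count most was to set no minimum fold change, with which 6703 genes had an adjusted p-value under 0.05. Among the differentially expressed genes without overlap, *Hpd* (ENSMUSG00000029445, chromosome 5, 123171807 to 123182727) rose from 0.755 ± 0.375 CPM (SD, n = 6) to 9.74 ± 8.05 CPM (SD, n = 6), a log2 fold change of 3.65 (standard error 0.49, edgeR adjusted p = 7.08e-05). Its span overlaps *Psmd9*. *Slc22a29* rose by 3.02 (standard error 0.44, edgeR adjusted p = 6.42e-05), *Rdh16f2* by 2.79 (standard error 0.3, edgeR adjusted p = 1.1e-05) and *Hsd3b4* by 2.56 (standard error 0.58, edgeR adjusted p = 0.00299) on the log2 scale, and these genes have close paralogs with which they could share reads. The long noncoding RNA 4930434B07Rik rose from a mean of 0.0138 to 0.288 CPM, and no fold is given because each vehicle-treated kidney had 3 counts or fewer. At the lower end, *Gm44860* (ENSMUSG00000109245, chromosome 7, 90030571 to 90032916) fell from 1.45 ± 0.44 to 0.236 ± 0.103 CPM, a log2 fold change of -2.68 (standard error 0.31, edgeR adjusted p = 4.71e-06), and its span overlaps *E230029C05Rik* on the same strand. *Fmr1nb*, the pseudogene *Gm20612* and the immunoglobulin joining segments *Ighj1* and *Ighj2* fell to 0.0107, 0.0426, 0.0529 and 0.0625 CPM from 0.135, 0.364, 0.319 and 0.41 CPM, respectively. Each bemcentinib-treated kidney had 3 counts or fewer of these 4 genes.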

Principal component analysis (PCA) revealed that the ligation effect is the dominant factor explaining the variance of the data (principal component PC1), and the treatment effect appears to be explained by the data variance in PC2). 

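Principal components were computed from the deposited log2cpm of 1516 of the differentially expressed genes, with each gene centred and scaled to unit variance over the 18 kidneys. PC1 held 86.3% and PC2 held 4.88% of the variance. Along PC2, the mean of the ligated bemcentinib-treated kidneys (n = 6) lay 17.3 above that of the ligated vehicle-treated kidneys (n = 6; exact two-sided permutation test, p = 0.00216, the smallest that 6 against 6 kidneys allow). As the genes had been chosen by the difference between these groups, their separation is in part built in. The ligated groups were also separated along PC1, where the difference of their means was -25.8 (exact two-sided permutation test, p = 0.00216).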

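The mean PC1 score was 36.4 ± 3.38 (SD, n = 6) in ligated vehicle-treated and -43.0 ± 2.35 (SD, n = 3) in nonligated vehicle-treated kidneys, a distance of 79.4. It was 10.6 ± 6.08 (SD, n = 6) in ligated bemcentinib-treated and -51.0 ± 2.04 (SD, n = 3) in nonligated bemcentinib-treated kidneys, a distance of 61.6, which is 22.4% shorter.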

Interestingly, the difference of the group mean of the ligated and nonligated bemcentinib‐treated kidneys is smaller than the corresponding mean difference of the vehicle‐treated kidneys, suggesting a reduction in the ligation effect due to bemcentinib treatment.

**Figure 5:**
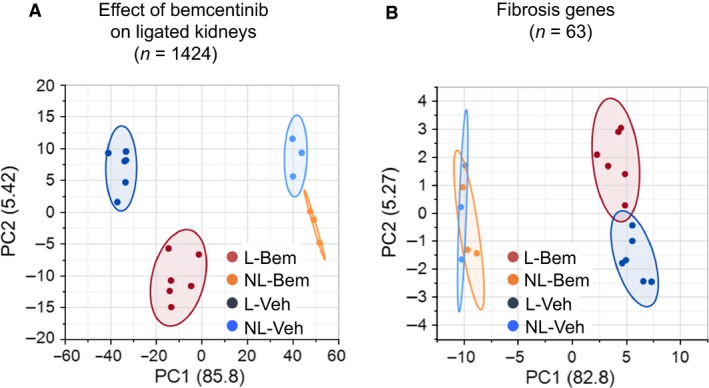
Effect of bemcentinib treatment on gene expression after 15 days of ureteral obstruction. Principal component analysis (PCA) was performed on expression data of genes with statistically relevant difference in expression pattern in ligated kidneys after bemcentinib or vehicle treatment (A), and fibrosis‐related genes (B). In both graphs, the influence of ligation is the largest contributing factor (PC1, in %), followed by the effect of treatment (PC2, in %). In (A), the distance of the group mean centers of ligated and nonligated samples in PC1 is reduced from 76.5 for the vehicle‐treated groups to 59.7 after the bemcentinib treatment, suggesting a reduction of the ligation effect due to bemcentinib treatment. As visual aid, shaded density ellipses outline the probability of 90% of data laying within the contour. L = ligated, NL = nonligated, Bem = bemcentinib‐treated, and Veh = vehicle‐treated.

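With all 14537 tested genes for which log2cpm were deposited, and thus without a choice of genes by treatment, PC1 held 66.5% of the variance. The distances were then 216 for the vehicle-treated and 182 for the bemcentinib-treated groups, a reduction of 15.6%. The nonligated groups differed along this PC1 by -7.5 (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 kidneys allow), and the ligated groups by -41.1 (exact two-sided permutation test, p = 0.00216). From the shorter distance between ligated and nonligated groups, the paper proposes that bemcentinib reduces the effect of ligation on gene expression.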

To further test the effect of ligation and treatment on gene expression in the tissue, the expression values of 63 fibrosis‐related genes were visualized in a PCA (Fig. 5B). Besides the strong ligation effect (PC1), PC2 reveals that the nonligated samples have a rather large variance but do not segregate into the two treatment groups. 

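In the principal components of the deposited log2cpm of the 63 genes, PC1 held 82.8% and PC2 held 5.27% of the variance. The PC2 scores were 0.0828 ± 1.68 (SD, n = 3) in nonligated vehicle-treated and -0.608 ± 1.33 (SD, n = 3) in nonligated bemcentinib-treated kidneys. Their means differed by -0.691 (exact two-sided permutation test, p = 0.7, where 3 against 3 kidneys allow no p below 0.1).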

The ligated samples however have tendency of forming two clusters according to their treatment group. This indicates that the two groups separate from each other based on the expression pattern of these fibrosis genes. 

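The PC2 scores of the fibrosis-related genes were -1.64 ± 0.798 (SD, n = 6) in ligated vehicle-treated kidneys, between -2.46 and -0.441. They were 1.9 ± 1.03 (SD, n = 6) in ligated bemcentinib-treated kidneys, between 0.275 and 3.05, so that the groups did not overlap. The difference of the means was 3.53 (exact two-sided permutation test, p = 0.00216, the smallest possible with 6 against 6 kidneys). Along PC1 the ligated groups differed by -1.74 (exact two-sided permutation test, p = 0.00866).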

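Of the 63 fibrosis-related genes, 16 had an edgeR adjusted p-value under 0.05 between the ligated groups, 10 with lower and 6 with higher abundance under bemcentinib. Of these, 4 also passed the minimum fold change, all with higher abundance. With limma-voom and library sizes only, 30 had an adjusted p-value under 0.05, 24 of them lower. *Agt* (ENSMUSG00000031980, chromosome 8, 124556534 to 124569706) rose from 61.3 ± 7.96 CPM (SD, n = 6) to 104 ± 19.1 CPM (SD, n = 6), a log2 fold change of 0.77 (standard error 0.11, edgeR adjusted p = 5.51e-05). *Bmp7* (ENSMUSG00000008999, chromosome 2, 172868012 to 172940321) had a log2 fold change of 0.65 (standard error 0.1, edgeR adjusted p = 0.000105), and *Plau* (ENSMUSG00000021822, chromosome 14, 20836662 to 20843388) one of 0.64 (standard error 0.11, edgeR adjusted p = 0.00021). *Mmp8* (ENSMUSG00000005800, chromosome 9, 7558456 to 7568485) rose from 0.801 ± 0.0269 to 2.82 ± 2.44 CPM, with a log2 fold change of 1.82 (standard error 0.44, edgeR adjusted p = 0.00363) and a spread with bemcentinib close to its mean. *Ccl12* (ENSMUSG00000035352, chromosome 11, 82101845 to 82103400) was lower, at 5.74 ± 2.18 CPM with bemcentinib against 8.81 ± 2.73 CPM with vehicle, a log2 fold change of -0.62 (standard error 0.25, edgeR adjusted p = 0.0655). With limma-voom and library sizes only, *Ccl12* and *Col3a1* passed both criteria, while *Bmp7* and *Plau* did not. With limma-voom and TMM on the genes of the deposited log2cpm, chosen after the values were seen, 6 genes passed both. These were *Agt*, *Bmp7*, *Ccl12*, *Col3a1*, *Mmp8* and *Plau*.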

Six genes of this group were also present in the list of 1424 differentially affected genes, such as Angiotensinogen (AGT), Bone morphogenetic protein 7 (BMP7), Chemokine (C‐C motif) ligand 12 (CCL12), Collagen type III, alpha 1 (COL3A1), Matrix metalloproteinase 8 (MMP8), and Plasminogen activator urokinase (PLAU).

### Lower range of expression changes of genes related to EMT, fibrosis, extracellular matrix, MARGS and macrophage markers following bemcentinib treatment

Five gene lists for EMT, fibrosis, extracellular matrix (ECM), metzincins and related genes (MARGS) and macrophage markers were extracted from the literature and publicly available databases as described in Material and Methods (Table S1). A randomly generated gene list served as control. For EMT, fibrosis, ECM, macrophage markers and MARGS, there was significantly less alteration (“perturbation”) of gene expression in the bemcentinib‐treated group compared to the vehicle‐treated group, indicating that expression levels of genes involved in these pathways were less changed. 

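For each ligated kidney, a score was computed as the mean over the genes of a list of a ratio to the nonligated kidneys. For this ratio, the mean log2cpm of all 6 nonligated kidneys was subtracted from the kidney's deposited log2cpm. The difference was then taken back from the log2 scale, with ratios under 1 inverted, so that the reference is a geometric mean. For the EMT list the score was 9.14 ± 1.77 (SD, n = 6) with vehicle and 8.29 ± 1.97 (SD, n = 6) with bemcentinib (exact two-sided permutation test, p = 0.446). The fibrosis list gave 7.97 ± 1.76 with vehicle and 7.57 ± 2.19 with bemcentinib (exact two-sided permutation test, p = 0.729). The scores of the ECM list were 13.6 ± 2.13 and 12.3 ± 2.97 (exact two-sided permutation test, p = 0.383). In these 3 lists the difference was smaller than the spread between kidneys. The score of the MARGS list fell from 11.2 ± 1.68 to 8.94 ± 1.45 (exact two-sided permutation test, p = 0.0281), which was 0.0843 after Benjamini-Hochberg adjustment over the 6 lists. For the macrophage list the score fell from 39 ± 12.3 to 18.9 ± 3.96 (exact two-sided permutation test, p = 0.00433, adjusted p = 0.026), and 5 of the 6 bemcentinib-treated kidneys lay below all vehicle-treated kidneys. *Retnla* made up 33.1% of the macrophage score and *Krt14* made up 20.2% of the EMT score in vehicle-treated kidneys. The choice of reference changed calls. Against the 3 nonligated kidneys of the same treatment, the EMT score was 12.2 ± 2.58 with vehicle and 6.53 ± 1.44 with bemcentinib (exact two-sided permutation test, p = 0.00216). With that reference the ECM score fell from 15.3 ± 2.43 to 11.2 ± 2.75 (exact two-sided permutation test, p = 0.026), and the fibrosis score went from 8.7 ± 2.15 to 7.29 ± 2.05 (exact two-sided permutation test, p = 0.271). From lower scores, the paper reasons that the genes of these lists were less changed in the bemcentinib-treated group.

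**Figure D2:**
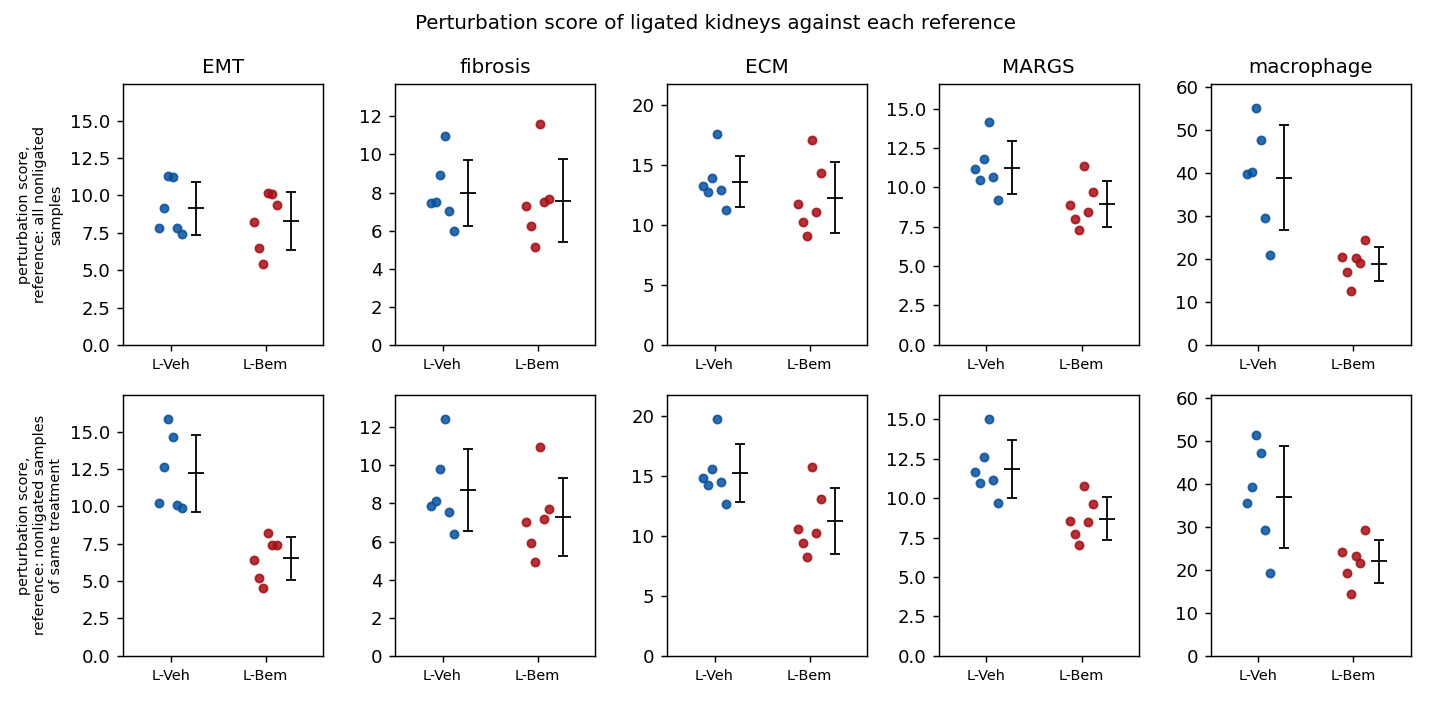
Perturbation scores, which have no unit, of 5 gene lists in ligated (L) kidneys with vehicle (Veh) or bemcentinib (Bem), 1 point per kidney, with the mean and SD beside the points. The reference is all nonligated kidneys in the upper panels and the nonligated kidneys of the same treatment in the lower panels, where the EMT scores of the groups do not overlap.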

Results are summarized in Figure 6.

**Figure 6:**
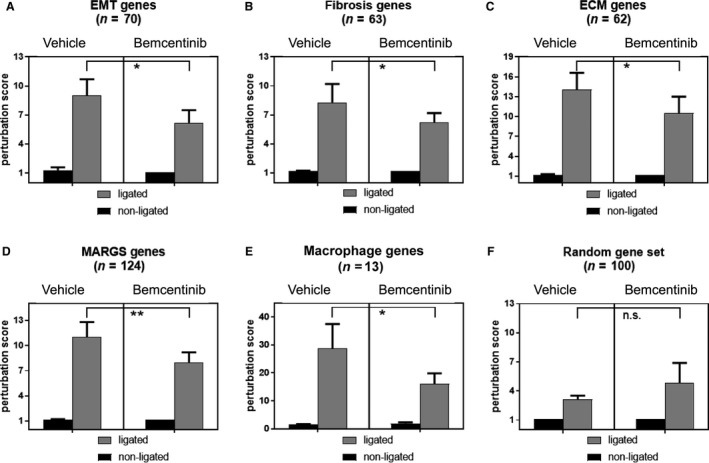
Perturbation scores indicate reduction of ligation effect by bemcentinib treatment after 15 days of ureteral obstruction. Perturbation scores as measures of extent of gene expression changes for six gene lists are presented. (A–F), decrease of perturbation scores in ligated bemcentinib‐treated kidneys applying one EMT (A), three fibrosis (B–D)related gene lists and one gene list with macrophage markers (E) indicates an ameliorating effect of the treatment with bemcentinib on fibrosis development and inflammation in the context of macrophages. (F) A random gene list serves as control for the analysis; its perturbation score difference remains statistically insignificant.

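The random list of 100 genes had a perturbation score of 3.48 ± 0.53 (SD, n = 6) in ligated vehicle-treated and 4.24 ± 1.62 (SD, n = 6) in ligated bemcentinib-treated kidneys (exact two-sided permutation test, p = 0.292). One gene, *Reg3g*, had a ratio to the nonligated kidneys of 32.0 with vehicle and 154.8 with bemcentinib. Without it, the difference of the scores changed sign to -0.466 (exact two-sided permutation test, p = 0.0152).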

### Bemcentinib reduces F4/80+cell infiltration and C‐C motif Chemokine ligands in ligated kidneys

In accordance with less perturbation of macrophage markers in the bemcentinib group (Fig. 6), significantly less F4/80 positive cells were stained in IHC in ligated bemcentinib‐treated compared to ligated vehicle‐treated kidneys after 15 days (19.5 ± 6.9% in ligated bemcentinib‐treated, 33.5 ± 8.9% in ligated vehicle‐treated kidneys, *P* = 0.01, one‐way ANOVA) (Fig. 2N–P). Combined treatment of bemcentinib plus ACEI also yielded significantly less F4/80 positive cells in IHC but again without additive effect compared to bemcentinib alone (16.4 ± 3.4% in ligated bemcentinib plus ACEI‐treated kidneys, *P* = 0.001, one‐way ANOVA). ACEI treatment alone did not alter F4/80 expression (Fig. 4F).

In a multiplex ELISA essay, treatment with bemcentinib was found to reverse several cytokines that were induced by the ureteral ligation. MCP1 (CCL2), MCP3 (CCL7), MCP5 (CCL12), and TARC (CCL17) were significantly less abundant in the lysates from ligated bemcentinib‐treated compared to ligated vehicle‐treated kidneys (both *n* = 5, MCP1 *P* = 0.001, MCP3 *P* = 0.034, MCP5 *P* = 0.028, TARC *P* = 0.008 and FGF *P* < 0.001, one‐way ANOVA). TARC (CCL17) was also significantly underrepresented in ligated bemcentinib‐treated compared to ligated ACEI‐treated kidneys (TARC *P* = 0.004, one‐way ANOVA). These results reflect an anti‐inflammatory effect in the ligated kidneys by bemcentinib treatment compared to the vehicle‐treated controls – probably in particular in the context of monocyte and macrophage‐related infiltrates (Fig. 7).

**Figure 7:**
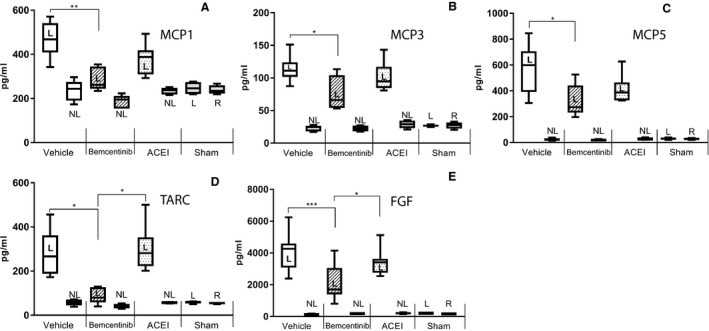
Chemokines and FGF in ligated and nonligated kidneys after 15 days of ureteral obstruction in the presence or absence of bemcentinib treatment. Protein abundance of MCP1 (CCL2) (A), MCP3 (CCL7) (B), MCP5 (CCL12) (C) and TARC (CCL17) (D) and FGF (E) as measured by ELISA in ligated (L) and nonligated (NL) kidneys treated with vehicle, bemcentinib, angiotensin‐converting enzyme inhibitor (ACEI) or bemcentinib + ACEI. Error bars represent standard deviation.

### Bemcentinib treatment affects metabolic pathways related to immune system and cytokine secretion

Next, genome‐wide transcriptional changes in UUO and the impact of bemcentinib treatment were analyzed. 

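Between ligated and nonligated vehicle-treated kidneys, 10874 of the tested genes were differentially expressed by edgeR's quasi-likelihood test, 6090 with higher and 4784 with lower abundance after ligation. For 10275 of them the 6 ligated and 3 nonligated kidneys did not overlap. With library sizes only in place of TMM normalization, 11694 of 13961 genes were higher, and the median log2 fold change of all genes rose from 0.116 to 0.918. *Cyp2d12* (ENSMUSG00000096852, chromosome 15, 82555108 to 82559413) fell from 96.6 ± 17 CPM (SD, n = 3) in nonligated to 0.535 ± 0.366 CPM (SD, n = 6) in ligated kidneys, a log2 fold change of -7.7 (standard error 0.72, edgeR adjusted p = 1e-07). *Pde6a* (ENSMUSG00000024575, chromosome 18, 61220482 to 61289924) fell by a log2 fold change of -7.4 (standard error 0.47, edgeR adjusted p = 3.51e-10). *Pvalb* (ENSMUSG00000005716, chromosome 15, 78191114 to 78206400) fell from 26.1 ± 0.505 to 0.0342 ± 0.0266 CPM, a log2 fold change of -9.24 (standard error 0.32, edgeR adjusted p = 1.81e-14) that rests on few counts in the ligated kidneys. *Syndig1*, *Dcstamp* and *Iglv2* were listed at 0 in the 3 nonligated kidneys and had 3.63 ± 1.13, 2.72 ± 0.986 and 2.53 ± 3.07 CPM after ligation. In bemcentinib-treated mice, 9603 genes differed between ligated and nonligated kidneys, 5481 higher and 4122 lower.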

First, we performed transcriptome analysis of ligated compared to nonligated vehicle‐treated kidneys. Gene ontology analysis indicated differences in metabolic pathways mainly related to mitochondria, which were down‐regulated in the ligated kidneys compared to the nonligated kidneys, whereas metabolic pathways associated with EMT and cytokine induction were up‐regulated in the ligated kidneys compared to the nonligated controls (data not shown). Furthermore, the gene ontology analysis comparison of the ligated bemcentinib‐treated compared to ligated vehicle‐treated kidneys, highlights that bemcentinib affects metabolic pathways related to the immune system and cytokine secretion, whose expression was less in ligated bemcentinib‐treated kidneys, and mitochondria‐related pathways, whose expression was higher in ligated bemcentinib‐treated kidneys than in ligated vehicle‐treated kidneys (Fig. 8).

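As the gene ontology tables were not among the data, 14 gene families chosen by symbol stand in for the pathways. Each was tested with limma's camera, at an inter-gene correlation of 0.01 and with Benjamini-Hochberg adjustment over the families, and its median log2 fold change is given relative to the median of all genes. In ligated compared with nonligated vehicle-treated kidneys, the 37 subunits of respiratory chain complex I had a relative median of -2.05 (adjusted p = 6.82e-18). All 37 were lower. The 17 ATP synthase subunits had -2.11 (adjusted p = 2.92e-10), the 76 mitochondrial ribosomal proteins -1.30 (adjusted p = 9.39e-21) and the 13 mitochondrially encoded protein genes -3.57 (adjusted p = 1.5e-07). The EMT list had a relative median of 1.05 (adjusted p = 1.5e-07), with 58 of its 70 genes higher. Chemokine ligands had 3.23 (adjusted p = 5.37e-06), interleukins and their receptors 1.98 (adjusted p = 2.04e-06) and collagens 2.23 (adjusted p = 8.05e-06). With library sizes only, the direction of each of these families relative to all genes was the same. When the inter-gene correlation was estimated for each family, none of the families reached an adjusted p-value under 0.05, and the complex I subunits had one of 0.0621 (unadjusted p = 0.0337).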

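In ligated bemcentinib-treated compared with ligated vehicle-treated kidneys, all 37 complex I subunits were higher, with a camera relative median of 0.57 (adjusted p = 2.04e-25) on the log2 scale. The subunits of complexes II to IV had 0.61 (adjusted p = 1.16e-16), the ATP synthase subunits 0.55 (adjusted p = 2.06e-14), the mitochondrial ribosomal proteins 0.35 (adjusted p = 1.38e-25) and the mitochondrially encoded protein genes 0.69 (adjusted p = 1.19e-05). Of the immune families, the 23 T and B lymphocyte markers had a relative median of -0.47 (adjusted p = 0.00248), and 22 of them were lower. Interleukins and their receptors had -0.18 (adjusted p = 0.00081) and chemokine ligands -0.23 (adjusted p = 0.0229). With library sizes only, these directions did not change, and the adjusted p-value of the chemokine ligands was 0.154. With the inter-gene correlation estimated for each family, no family reached an adjusted p-value under 0.05, and the complex I subunits had one of 0.0646 (unadjusted p = 0.0135).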

**Figure 8:**
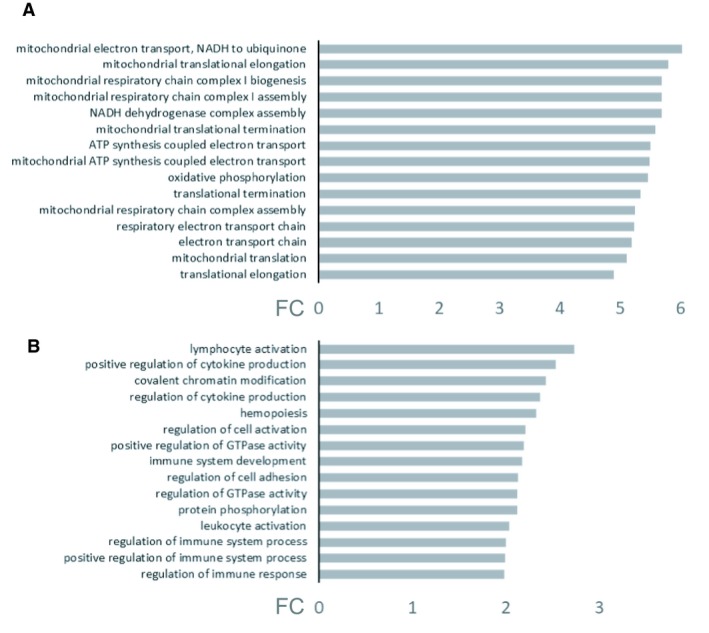
Gene ontology pathway analysis of murine mRNA from ligated bemcentinib and vehicle‐treated kidneys after 15 days of ureteral obstruction. Top 15 up‐ (A) and down‐ (B) regulated gene ontology pathways in ligated bemcentinib‐treated kidneys compared to the ligated vehicle‐treated controls. FC = fold change. Treatment with bemcentinib leads to the up‐regulation of pathways related to mitochondria (such as mitochondrial electron transport, mitochondrial respiratory chain complex I assembly and biogenesis and inner mitochondrial membrane organization as well as mitochondrial ATP synthesis coupled proton transport) (A) and down‐regulation of pathways related to the immune system (lymphocyte and leukocyte activation, cytokine production, immune system development and regulation of immune system processes and response) (B).

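Further families differed between the ligated groups by camera. The 76 cytosolic ribosomal proteins had a relative median of 0.27 (adjusted p = 6.78e-17), and all of them were higher with bemcentinib. Histone lysine methyltransferases and demethylases had -0.19 (adjusted p = 4.26e-07), the macrophage markers of Table S1 -0.29 (adjusted p = 0.0092) and collagens -0.22 (adjusted p = 0.00195).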

### Renal function remains stable

Renal function was assessed by serum creatinine levels. As expected in UUO, creatinine levels in the serum were not significantly different in the vehicle‐treated UUO mice (16.4 ± 4.7 *μ*mol/L SD; *n* = 12) compared to the bemcentinib‐treated animals (17.9 ± 4.0 *μ*mol/L SD, *n* = 12). These values are only slightly above normal values in mice measured by HPLC (7–13 *μ*mol/L) (Dunn et al. 2004; Palm and Lundblad 2005).

## Discussion

In this study, we have analyzed the potential role of AXL RTK in the progression of fibrosis in the setting of experimental UUO in mice. The underlying study hypothesis was that AXL RTK promotes renal fibrosis development. Accordingly, AXL inhibition should have beneficial effects on the renal architecture with less renal fibrosis development. As a proof of concept, we have therefore subjected male C57Bl/6 mice to UUO for fibrosis induction, which was accompanied by exposure to either bemcentinib, to ACEI as an established clinically used anti‐fibrotic approach, to bemcentinib plus ACEI, or to its vehicle alone as a control during 7 or 15 days. To our knowledge, this is the first study analyzing the effect of AXL RTK inhibition by bemcentinib in UUO.

The UUO model is a well‐established model of progressive renal fibrosis with rapid, consistent disease development allowing sacrifice of animals and analysis after 1 or 2 weeks (Nagle et al. 1973; Chevalier et al. 2009). Moreover, complete ureteral obstruction is a simple procedure with high reproducibility (Yang et al. 2010). The extent of fibrosis after UUO is known to be dependent of the strain and gender of adult mice. In these experiment, we wanted to investigate the anti‐fibrotic effect of bemcentinib and have therefore chosen male C57Bl/6 mice, that are known to develop fibrosis. Female mice and the BALB/c strain are less prone to develop renal fibrosis following UUO (Puri et al. 2010; Cho et al. 2012; Hewitson et al. 2016).

Furthermore, two recent studies have shown that selective depletion of SNAI1 and TWIST inhibits partial EMT development, fibrosis generation and lowers TGF*β* production in ligated kidneys after UUO in mice. Partial EMT thus represents a key feature in UUO‐induced fibrosis (Grande et al. 2015; Lovisa et al. 2015). In our analyses, pair‐wise comparison between ligated and nonligated kidneys showed substantial increase in fibrosis, inflammation, and up‐regulation of several EMT‐related markers including AXL. Taken together, UUO represents an appropriate fibrosis model to investigate the role of the AXL RTK pathway and AXL RTK inhibition in the kidney.

The main endpoint of our study is fibrosis development. There are different methods to quantify organ fibrosis. Accumulation of collagen I is characteristic for fibrosis development and is induced by TGF*β* (Zeisberg et al. 2001; Zeisberg and Neilson 2010). Using SR staining with conventional light microscopy, collagens I, III, and IV are all stained red (Farris and Alpers 2014). *α*SMA is present in activated myofibroblasts contributing to renal fibrosis, accordingly, *α*SMA is a recognized marker of renal fibrosis (Alpers et al. 1993; Chevalier et al. 2009; Zeisberg and Neilson 2010; LeBleu et al. 2013). Another method that reflects fibrosis development is to measure Hyp, a nonproteinogenic amino acid, which especially occurs in collagens, where it stabilizes its triple helix (Berg and Prockop 1973). Hyp content of tissues thus correspond to the total collagen content and this method is used in different settings to quantify collagen deposition in the context of fibrosis development, such as in the UUO model (Sato et al. 2003; Lovisa et al. 2015). Therefore, our analyses support reduced fibrosis development by bemcentinib treatment after 15 days of obstruction, as reflected by decreased staining intensities for SR staining, as well as lower Hyp content. These results are also in line with the respective mRNA sequencing data of fibrosis‐related gene expression. Furthermore, reduced mRNA abundances of individual genes relevant for pathogenesis of fibrosis were observed in the ligated bemcentinib‐treated group, including *Tgfβ1*,* Tgfβ1r1/2*,* Akt3*,* Elastin*,* Laminin* and *Smad2/4* (Yang et al. 2010; Pellicoro et al. 2012; Genovese et al. 2014; Wang et al. 2015).

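In nonligated vehicle-treated kidneys *Cdh2* mRNA was present at 13 ± 1.62 CPM (SD, n = 3). Between ligated and nonligated vehicle-treated kidneys its log2 fold change was -0.39 (standard error 0.21, edgeR adjusted p = 0.0929). With library sizes only in place of TMM normalization, the edgeR log2 fold change was 0.41, of the opposite sign.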

Further work has to be done to explain the observation that CDH2 protein and mRNA levels were not significantly altered by UUO or bemcentinib treatment. Nevertheless, it has been suggested that CDH1 and CDH2 are regulated in a time‐dependent manner during tubular epithelial injury, and that their use as consistent EMT markers during UUO is questionable (Yang and Liu 2001; Docherty et al. 2009; Grande et al. 2015; Choi et al. 2016).

In SR staining but not in Hyp content measurement, bemcentinib treatment leads to less fibrosis development in ligated kidneys when compared to ACEI. Bemcentinib plus ACEI, however, did not have an additive effect. Previous data showed that rats subjected to UUO for 5 days and treated with ACEI displayed 52% reduction in fibrosis development as compared to the untreated control (Moridaira et al. 2003). The difference in ACEI effect might be due to the fact that our model goes beyond the first 5 days of UUO, which has been reported to be the inflammatory phase of the fibrosis process (Kuncio et al. 1991; Chevalier et al. 2009).

AXL RTK activation is reported to regulate different cellular processes, including survival, proliferation, migration, invasion, angiogenesis, but also processes related to the immune system, where AXL RTK dampens inflammation through different mechanisms such as reduced Toll‐like receptor‐dependent inflammatory signaling and reduced activation of natural killer cells (Graham et al. 2014; Gay et al. 2017). AXL RTK and its sole ligand, GAS6, are overexpressed and activated in many human cancers and correlate with increased invasiveness and metastasis, EMT and drug resistance. Expression of AXL is activated by EMT transcription factors, including SNAI1/2 and AXL RTK activation itself promotes EMT via TWIST and SNAI1/2 (Graham et al. 2014; Akalu et al. 2017; Gay et al. 2017). AXL RTK inhibition reverses EMT in cancer cells and blocks acquired drug resistance to RTK inhibitors (e.g. Sunitinib) and chemotherapy (Korshunov 2012; Yu et al. 2015; Zhou et al. 2016). Based on these findings, it is likely that the AXL RTK pathway plays also a role in the pathogenesis of organ fibrosis and we speculate that attenuated induction of (partial) EMT is one mechanism that explains the reduced fibrosis development by AXL RTK inhibition in UUO. This is reflected by reduced staining for VIM and less activated *α*SMA‐positive myofibroblasts in ligated bemcentinib‐treated compared to ligated vehicle‐treated kidneys and is further supported by down‐regulation of EMT‐related genes, such as *Snai1/2*,* Twist*,* Stat1*,* Zeb1/2*,* Akt3* and *Axl*, and also *Tgfβ* and *Smad2/4*. 

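*Zeb1* (ENSMUSG00000024238, chromosome 18, 5591860 to 5775467) had 43.7 ± 4.36 CPM (SD, n = 6) in ligated vehicle-treated and 37.5 ± 3.83 CPM (SD, n = 6) in ligated bemcentinib-treated kidneys, a log2 fold change of -0.22 (standard error 0.09, edgeR adjusted p = 0.0562). *Zeb2* (ENSMUSG00000026872, chromosome 2, 44983632 to 45117395) fell from 198 ± 8.32 to 152 ± 18.8 CPM, a log2 fold change of -0.38 (standard error 0.08, edgeR adjusted p = 0.000796), with every bemcentinib-treated kidney below every vehicle-treated kidney. With an offset for gene length, *Zeb2* changed by -0.15 on the log2 scale (edgeR adjusted p = 0.0993). The spans of *Zeb1* and *Zeb2* overlap other annotated genes on both strands.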

The latter genes are involved in the canonical pathway of TGF*β*, which is known to be one of the main triggers of EMT (Lamouille et al. 2014; Nieto et al. 2016). The perturbation score, a method to display gene expression differences of multiple genes simultaneously, also supports smaller extent of expression changes of EMT‐related genes following bemcentinib treatment.

Emerging literature support a role for AXL in fibrosis development and an antifibrotic and anti‐inflammatory role of the AXL inhibitor bemcentinib. A study on liver fibrosis showed that AXL and GAS6 are required to induce fibrogenesis by hepatic stellate cells; Accordingly, exposition to bemcentinib reduced liver fibrosis in mice. In addition, less recruitment of antigen presenting cells, particularly macrophages, were detected as measured by F4/80. Less inflammation was also demonstrated by lower expression of chemokines (Barcena et al. 2015). AXL has also been seen to be up‐regulated in idiopathic lung fibrosis and bemcentinib lead to a reduction in fibrosis development in two mouse lung fibrosis models (Espindola et al. 2018). Recently, a study using murine anti–GBM‐induced renal fibrosis models, showed less inflammation with reduced expression of cytokines and chemokines, and an improved renal function upon bemcentinib treatment. Accordingly, a similar effect was found in AXL knock out mice (Zhen et al. 2018).

The UUO model – compared to the anti–GBM‐induced renal fibrosis model in (Zhen et al. 2018) – is not based on autoimmune and inflammatory mechanisms. However, obstruction leads to interstitial inflammation, predominantly by monocyte/macrophage infiltration, already after 3 days and inflammation is seen as an important component and driver of fibrosis development in UUO (Chevalier et al. 2009; Lopez‐Novoa and Nieto 2009).

The observed reduction in inflammation following bemcentinib treatment could possibly also contribute to the attenuation of fibrosis development by bemcentinib in UUO. This was reflected by markedly less F4/80 positive cells and less activated myofibroblasts in ligated bemcentinib‐treated kidneys compared to the ligated vehicle‐treated control. F4/80 is known to stain mostly macrophages, which are important producers of TGF*β* (Docherty et al. 2006; Dos Anjos Cassado 2017). The lower expression of chemokines, cytokines, and the lower degree of expression changes of macrophage marker genes in the perturbation score in ligated bemcentinib‐treated tissues indicate reduced inflammation in ligated kidneys after bemcentinib treatment. Down‐regulation of metabolic pathways related to immune system and cytokine secretion in the ligated bemcentinib‐treated kidneys further support these findings.

Reasons why targeting AXL seems to reduce inflammation in our experiments (and also in experiments performed in liver fibrosis (Barcena et al. 2015)), might be reduced activation of myofibroblasts, which are proinflammatory cells, or also the sustained effects of MERTK, namely efferocytosis and reduced T‐cell activation. MERTK is not affected by bemcentinib due to the high selectivity of the compound to AXL as compared to MERTK (Graham et al. 2014).

It remains to be further investigated, to which degree the attenuated fibrosis development is a consequence of the inhibition of (partial) EMT in renal tubular cells and of inflammation, or a result of other mechanisms such as direct effect on activated renal myofibroblasts.

In another experiment, we initiated treatment with bemcentinib on day 3 after ureteral ligation. Interestingly, delaying bemcentinib treatment did not show reduced fibrosis development after 15 days (data not shown). Reasons for this outcome remain unclear and it requires further investigation if, for example, a missing attenuation of inflammation by bemcentinib within the first 3 days after ureteral obstruction might play a role.

Taken together, the blockade of the AXL RTK pathway reduces renal fibrosis development in the context of UUO. Most likely the mechanisms are a decrease of (partial) EMT induction and reduction in inflammatory response. Therefore, the AXL RTK pathway could be relevant for fibrosis development and progression in many different forms of CKD such as diabetic nephropathy.

In the clinical context, CKD is defined as a reduced renal function measured by glomerular filtration rate, which is often accompanied by proteinuria. A limitation of our study is that UUO is a unilateral model of tubulointerstitial fibrosis without renal function as an end point. Therefore, further experiments should employ renal fibrosis models that enable functional read‐outs to investigate whether inhibition of fibrosis progression by bemcentinib treatment leads to improved glomerular filtration rate and reduced proteinuria. Furthermore and in the future, a suitable AXL knockout model and also proteomic analyses could be performed to supplement our findings in the context of fibrosis development and inflammation alteration by AXL and AXL RTK inhibition.

## Conclusion

The AXL RTK pathway is involved in the pathogenesis of renal fibrosis in UUO and represents a novel and promising target for the pharmacologic prevention of fibrosis development in CKD.

## Conflict of Interest

This study has been supported by BerGenBio ASA, which has also provided the bemcentinib compound. J. B. Lorens declares ownership in BerGenBio ASA. G. Gausdal and L. Ahmed are employees of BerGenBio ASA. Lea Landolt has received a PhD scholarship from the University of Bergen, Norway.

## Supporting information

**Table S1**. Gene lists of gene lists with epithelial‐to‐mesenchymal transition (EMT), fibrosis and extracellular matrix (ECM) related genes, metzincins, and related genes (MARGS), macrophage markers (MPh) and a list of random genes as a control. Click here for additional data file.

# Supplementary material for: AXL targeting reduces fibrosis development in experimental unilateral ureteral obstruction
**Source:** Physiol Rep. 2019 May 27;7(10):e14091. doi: 10.14814/phy2.14091
**Supplement:** Supplementary file 1 — Table S1. Gene lists of gene lists with epithelial‐to‐mesenchymal transition (EMT), fibrosis and extracellular matrix (ECM) related genes, metzincins, and related genes (MARGS), macrophage markers (MPh) and a list of random genes as a control.

### Supplementary Table S1

Gene lists of gene lists with epithelial-to-mesenchymal transition (EMT), fibrosis and extracellular matrix (ECM) related genes, metzincins and related genes (MARGS), macrophage markers (MPh) and a list of random genes as a control. The fibrosis related gene lists was used for the principal component analysis (PCA) presented in figure 5B. All gene lists were used for the perturbation scores presented in figure 6. The gene lists for EMT, fibrosis and ECM originate from [SABiosciences](http://www.SABiosciences.com) as described in Methods. The lists of MARGS and macrophage markers originate from published articles (Marti et al., 2014, Mosser et al., 2008).

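The table gives gene symbols only, and each list was matched by symbol to the deposited log2cpm table. All 70 EMT, 63 fibrosis, 62 ECM, 124 MARGS and 13 macrophage genes and the 100 random genes were found there. A list's perturbation score averages, over its genes, how far each gene's abundance lies from the nonligated kidneys in either direction, so that a gene that rises and one that falls both add to it. Between the ligated groups, the lists held different shares of differentially expressed genes. In the EMT list 2 genes passed both criteria, in the ECM list 8, in the MARGS list 20, in the macrophage list 5 and in the random list 10. Of the macrophage genes, those were *Ccl17*, *Ccl22*, *Clec4a2*, *Cxcl9* and *Retnla*, all lower with bemcentinib.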

How the deposited data were processed for this re-analysis (not part of the article)

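Messenger RNA of 18 mouse kidneys was measured 15 days after ureteral ligation, in ligated kidneys of 6 vehicle-treated and 6 bemcentinib-treated mice and in nonligated kidneys of 3 vehicle-treated and 3 bemcentinib-treated mice. The authors aligned reads with HISAT2 and counted fragments per gene with featureCounts on GENCODE M13, and the deposited counts are raw counts without normalization. Strand was not used in the counting, and fragments on several genes or places were left out. The authors also deposited counts scaled to library size on the log2 scale (log2 CPM) of 14538 genes. These values equal the log2 CPM of edgeR with TMM normalization and a prior count of 0.5, with a largest difference of 5e-09. The rule by which the 14538 genes were chosen is not stated in the paper's text. The lowest number of samples above 1 CPM among them was 2. The deposited log2 CPM use decimal commas, which were read as decimal points. The deposited count table also gives the summed exon length of each gene in bases, which was used for the length offset.

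Counts were analysed in R 4.3.3 with edgeR 4.0.16. Of 51138 genes, 34458 had at least 1 count and 19357 passed filterByExpr on the 4 groups. Library sizes were scaled with TMM, and a quasi-likelihood model with robust dispersions was fitted to the 4 groups. The comparisons were bemcentinib against vehicle in ligated and in nonligated kidneys, ligated against nonligated kidneys under each treatment, and the difference between the effects of bemcentinib in ligated and nonligated kidneys. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 1.5. Standard errors of the log2 fold change were back-calculated, as its absolute value over the square root of the quasi-likelihood F statistic. They are approximate for genes with few counts. Gene families were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2. The gene ontology tables of the paper were not available, and 14 families were written by gene symbol in their place. Principal components and perturbation scores were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Differences of scores between groups were tested by exact two-sided permutation, whose smallest p-value is 0.00216 for 6 against 6 kidneys and 0.1 for 3 against 3 kidneys.

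The models, gene families, named genes and alternatives were chosen before the data were examined, except for the alternatives that the closing section gives as added. The named genes are those that the paper's text, Table 3 or Fig. 7 names. To these were added, for bemcentinib in ligated kidneys, the 5 highest and 5 lowest log2 fold changes among called genes whose groups do not overlap, and fewer genes chosen in the same manner for the other comparisons. Alternatives were limma-voom with TMM or with library sizes only, DESeq2 1.42.0, other scalings and filters, no minimum fold change, a replicate block, offsets for gene length from a lowess with a span of 0.3, other references and averages for the scores, and leaving out each kidney in turn. The replicate numbers come from the sample labels. Neither the labels nor the paper's text says that kidneys with the same number belong to the same mouse, so the replicate block was an alternative only. Kidneys of different treatments came from different mice, so between treatments a block or a pairing by number is arbitrary. The pipeline was tested on simulated counts with 200 changed genes. There edgeR recovered 187 of them (93.5%) with 3 false calls, limma-voom with TMM recovered 188 with 9 false calls, and edgeR with a replicate block recovered 181. Among 9 control families, camera called 0 at an adjusted p-value under 0.05. The simulated counts were drawn independently for each gene, so this result cannot judge camera's p-values for families of correlated genes. Total counts per sample lay between 17043674 and 134386854. Protein, histology and blood measurements of the paper have no deposited files and were left out.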

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

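The tests on the total counts, on the nonligated kidneys and on *Axl* were chosen only after the results were seen, while those of the other splits of the samples were set before their own results were seen. In 156 groups of 4 to 10 samples, 13 had a sample far from the others, where 7.8 are expected by chance.

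Ligated vehicle replicate 2 had 134386854 total counts, where the other 5 ligated vehicle-treated kidneys had 22948552 to 45204145. Leaving it out changed the number of genes that differ with bemcentinib in ligated kidneys by 27, the smallest change among the 12 ligated kidneys, for which the largest was 316. That fit shared 1966 of the 2160 genes, where the fits without 1 of the other ligated kidneys shared 1743 to 2011. Its 10 highest genes held 6.01% of the counts. A net change in the number of genes does not show whether the depth shifts the comparison, and no biological explanation was tested.

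Single kidneys lay far from their group in some genes. In ligated vehicle replicate 4, *Snai2* had 9.54 CPM against 12.6 to 14.3 in the others, *Col5a1* 367 CPM against 146 to 225, and *Col6a3* 391 CPM against 200 to 244. Ligated vehicle replicate 5 had 55.3 CPM of *Col7a1* against 27.3 to 36.8 and 210 CPM of *Col4a4* against 176 to 187. *Zbtb20* had 396 CPM in ligated vehicle replicate 6 against 254 to 302. With bemcentinib, *Col12a1* had 740 CPM in ligated replicate 6 against 389 to 485 and *Cdh2* 18.1 CPM against 8.6 to 12.1, and *Col10a1* had 4.01 CPM in ligated replicate 5 against 0.64 to 1.85. No explanation was tested for these values.

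In ligated bemcentinib replicate 3, the 10 highest genes held 10.6% of the counts against 7.32% to 7.83% in the others of its group, and mitochondrially encoded genes held 6.1% against 3.94% to 4.61%. *Col4a3* had 236 CPM there against 147 to 178. Its mean log2 score of proximal tubule markers, 0.3455, was the highest of the ligated kidneys. Without this kidney, 1883 genes differed with bemcentinib in ligated kidneys. More tubule tissue in this kidney is a hypothesis that the data do not separate from a different degree of damage.

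The effect of bemcentinib differed between ligated and nonligated kidneys for 286 genes by edgeR's quasi-likelihood test of the difference, 129 with a higher and 157 with a lower log2 fold change in ligated kidneys. Of 100 regroupings of the samples drawn from 256, the real one included, 4 gave as many genes, and the highest other gave 1275. The difference was -0.88 for *Axl* (edgeR adjusted p = 0.0014) and -1.56 for *Aldh1a2* (edgeR adjusted p = 0.00108) on the log2 scale. In total 10 of the 62 genes named in the paper had an adjusted p-value under 0.05 for it. For *Axl*, the adjusted p was 0.00184 with library sizes only, 0.00227 with an offset for gene length and at most 0.0112 when each of the 18 kidneys was left out in turn, and over the other alternatives it lay between 2.73e-09 and 0.0189. Scaling, gene length and a single sample thus did not account for it. A different mixture of cells was not tested for *Axl*. Fibroblast and pericyte markers also had opposite directions, with a median log2 fold change of -0.362 in ligated kidneys (camera adjusted p = 0.155) and 0.529 in nonligated kidneys (camera adjusted p = 0.0194). Monocyte and macrophage markers were lower in both, at -0.494 and -0.323. The rise of *Axl* in nonligated kidneys taken alone was less stable, with an edgeR adjusted p from 0.0425 to 0.199 when 1 nonligated kidney was left out, over 0.05 in 5 of 6 such fits. With 3 nonligated kidneys per treatment, opposite regulation of *Axl* mRNA in injured and uninjured kidneys may be proposed only as a hypothesis.

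In nonligated kidneys, a comparison that the paper does not report gene by gene, 142 genes differed with bemcentinib, 50 higher and 92 lower. The larger share of lower genes depended on the processing. Limma-voom with TMM gave 21 higher and 12 lower genes, and DESeq2 gave 117 higher and 161 lower. The real split was 1 of 4 splits that part as many same-numbered pairs, too few to reach a share under 0.05, and the 6 other splits gave at most 11 genes. In ligated kidneys, 109 of the 142 moved the same way, 86 of the 92 lower and 23 of the 50 higher genes. Genes are not independent and no share under noise alone was computed, so these counts do not rule noise out. The lowest total among the nonligated bemcentinib-treated kidneys, 19774079, lay close to the lowest of the vehicle-treated kidneys, 21765844. Monocyte and macrophage markers were lower (median log2 fold change -0.32, camera adjusted p = 0.017), but with the inter-gene correlation estimated the adjusted p was 0.239. Podocyte markers (median 0.61, camera adjusted p = 5.01e-06) and fibroblast and pericyte markers (median 0.53, camera adjusted p = 0.0194) were higher, with 0.0984 and 0.42 when the correlation was estimated. The lower markers alone therefore do not single out 1 cell type, and a different mixture of cells in the tissue taken is a candidate explanation that these tests leave open.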

How the results depend on the processing

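The alternatives given as added were chosen after seeing the data, and the test of the replicate numbers was made to judge the replicate block. Across alternatives, results for the named genes kept direction and side of the threshold in 1659 cases, were weaker in 177, stronger in 108 and reversed in 32. For the gene families these counts were 153, 39, 0 and 4. The cause was not tested for any of the changes below.

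The 2160 genes that differ with bemcentinib in ligated kidneys became 6703 with no minimum fold change, 1277 (788 of them higher) with at least 10 counts in every sample, and 1423 with limma-voom and TMM on the deposited genes, an added alternative. The other alternatives stayed within 1.5 times the count. With library sizes only, the share of higher genes fell from 49.5% to 29.9% in edgeR and 27.9% in limma-voom, while the median log2 fold change of all genes moved from 0.014 to -0.1. For ligation in vehicle-treated mice, the share rose from 56.0% to 83.8% and 83.6%, and in bemcentinib-treated mice from 57.1% to 86.7% and 86.4%. The fits that each left out 1 kidney gave from 1844 to 2347 genes for bemcentinib in ligated kidneys, from 10496 to 10837 for ligation in vehicle-treated mice and from 9207 to 9723 in bemcentinib-treated mice.

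In nonligated kidneys the 142 genes became 278 with DESeq2, 33 with limma-voom and TMM, 17 with limma-voom and library sizes only, and 32 with limma-voom and TMM on the deposited genes (added), and from 24 to 144 across the 6 fits that each left out 1 kidney. The 286 genes whose effect differs between ligated and nonligated kidneys became 681, 168, 118 and 177 under the same alternatives in that order, and from 36 to 421 across 18 such fits. Higher genes made up 35.2% of the 142 and 45.1% of the 286. Under those 4 alternatives in that order, they made up 42.1%, 63.6%, 47.1% and 68.8% in nonligated kidneys. For the difference between effects they made up 56.4%, 63.7%, 56.8% and 61.6%. The counts of 142 and 286 both rest on 3 nonligated kidneys per treatment.

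With the replicate block, 248 genes differed in nonligated kidneys, 267 with the block and a gene length offset, and 222 with the block and a GC content offset (added). For the difference between effects these counts were 145, 43 and 173. The block gave 1894 genes for bemcentinib in ligated kidneys, 10662 and 9010 for ligation in vehicle-treated and bemcentinib-treated mice, and 14 and 12 families. Paired by number, the score differences of -2.3 for the MARGS list and -20.1 for the macrophage list had p = 0.0625 in exact two-sided sign-flip tests, whose smallest p for 6 pairs is 0.03125. As vehicle- and bemcentinib-treated kidneys came from different mice, this pairing is arbitrary, and its p-values cannot weigh for or against the unpaired tests. The paired p was 0.562 for EMT (-0.843), 0.719 for fibrosis (-0.401), 0.281 for ECM (-1.35) and 0.406 for the random list (0.766). Paired differences of PC2 of the fibrosis list (added) were 3.53 in ligated (exact sign-flip p = 0.0312) and -0.691 in nonligated kidneys (exact sign-flip p = 0.75). Same-numbered kidneys correlated across genes, after removal of group means, with mean r = -0.008 between the ligated groups, 0.089 and 0.033 between ligated and nonligated kidneys and 0.065 between the nonligated groups, so the numbers carry little shared signal.

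The EMT score difference of -0.843 became -5.69 (exact permutation p = 0.00216) with nonligated kidneys of the same treatment as reference, -0.158 (p = 0.0411) as a mean absolute log2 difference, -0.201 (p = 0.0476) as a median of ratios and -2.8 (p = 0.00866) with CPM ratios to the same treatment (added). The ECM difference of -1.35 became -4.03 (exact permutation p = 0.026), -1.45 (p = 0.00866) as a median of ratios, and -3.63 (p = 0.026) with the added CPM ratios. The MARGS difference of -2.3 (exact permutation p = 0.0281) became -2.19 (p = 0.0519) with the 3 nonligated vehicle-treated kidneys as reference, -3.16 (p = 0.00433) with those of the same treatment, -0.264 (p = 0.0108) as a mean absolute log2 difference, -0.911 (p = 0.00649) as a median of ratios and -3.05 (p = 0.00433) with the added CPM ratios, and lay between -2.79 and -1.72 across fits that each left out 1 kidney, with p from 0.00866 to 0.0563. The fibrosis difference lay between -1.2 and 0.203 and the EMT difference between -1.22 and -0.27 across such fits. The random list's difference of 0.766 reversed to -0.151 (exact permutation p = 0.00216) as a mean absolute log2 difference, -0.0808 (p = 0.0281) as a median of ratios, -0.0862 with log2 CPM from the counts, and -0.466 (p = 0.0152) both without *Reg3g* and with only genes of a mean log2cpm of at least 0. Its range with 1 kidney or that gene left out was -0.466 to 1.18. The macrophage difference of -20.1 lay between -23.6 and -16.8 across fits that each left out 1 kidney and between -22.6 and -10.7 under the other alternatives that average ratios, and was -3.52 as a median of ratios and -0.615 as a mean absolute log2 difference.

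The PC1 distances of 79.4 and 61.6 became 118 and 96.1 without scaling, 216 and 182 with all tested genes, and 187 and 154 with the genes that differ by ligation, always shorter with bemcentinib. The PC2 difference of the fibrosis list in nonligated kidneys ranged from -1.86 to 0.279 when 1 kidney was left out. With estimated inter-gene correlation, 0 of the families passed an adjusted p of 0.05, against 14 with bemcentinib and 13 with ligation, and 5 and 9 had an unadjusted p under 0.05. The cytosolic ribosomal proteins under ligation had a relative median of -0.077 (camera adjusted p = 0.854), and with library sizes only the same relative median of -0.077 went with the opposite camera direction (adjusted p = 0.00371). It was 0.088 with a gene length offset and with at least 10 counts, and 0.085 with the block and the length offset (added).

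With bemcentinib in ligated kidneys, a gene length offset reversed the log2 fold changes of *Zbtb20* (0.001), *Col4a1* (0.021), *Col4a2* (0.029), *Col4a3* (0.096), *Col4a4* (0.089), *Col4a5* (0.027) and *Ccl2* (-0.052). Library sizes only reversed *Tyro3* (-0.091 in limma-voom, -0.075 in edgeR) and *Ccl2* (-0.091 and -0.069), and for ligation *Cdh2* (0.389 and 0.408). *Ccl7* reversed to 0.049 with limma-voom and TMM and 0.033 on the deposited genes (both added). Leaving out 1 kidney gave ranges of -0.026 to 0.339 for *Acta2*, -0.012 to 0.109 for *Tyro3*, -0.148 to 0.155 for *Ccl2*, -0.17 to 0.058 for *Ccl7*, -0.108 to 0.002 for *Col4a2*, -0.141 to 0.016 for *Col4a3*, -0.144 to 0.001 for *Col4a4* and -0.093 to 0.014 for *Col4a5*.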

Differences from the paper's values

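The alternatives on the deposited genes, with GC content offsets and with CPM ratios were chosen only after the values were seen. The paper reports 1424 differentially expressed genes between the ligated groups, and edgeR gave 2160. Of the alternatives set before the data were examined, the gap fell within 1.5 times with at least 10 counts in every sample (1277), a gene length offset (2013), no filter (2108), only the groups compared (2106), a replicate block (1894), the block with a length offset (1673), and all fits that left out 1 kidney except those without ligated bemcentinib replicate 4 (2221) or 6 (2347). It did not with no minimum fold change (6703), DESeq2 (2226), DESeq2's size factors in edgeR (2151), library sizes only (2260), limma-voom with TMM (2176), limma-voom with library sizes only (2308) or dispersions that were not robust (2187). Alternatives chosen after seeing the values gave 1423 with limma-voom and TMM on the deposited genes, 1512 with edgeR on the deposited genes, 2081 with a GC content offset and 1862 with the block and that offset. The first of these also gave PC1 distances of 76.5 and 59.7, which are the paper's values.

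For *Cdh1* the paper's fold change is 1.29 and the value from edgeR was 1.12. For *Cdh2* the paper's is 1.65 and the value from edgeR was 1.19. None of the alternatives, whether set before the data were examined or added, closed these gaps.

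The paper states lower expression of *Snai1*, *Snai2*, *Tgfb1*, *Smad2*, *Smad4*, *Eln* and *Zeb1* and of collagens III and IV with bemcentinib. Their edgeR adjusted p-values were 0.139, 0.093, 0.0555, 0.129, 0.0537, 0.0675 and 0.0562, with 0.0523 for *Col3a1* and 0.601 to 0.843 for *Col4a1* to *Col4a5*. *Col4a6*, the collagen IV gene of Table 3, had an adjusted p of 0.0979 in edgeR and 0.0104 in limma-voom with library sizes only. Of the 36 Table 3 genes with an adjusted p under 0.05 in the paper, 14 were over it in edgeR. Among them are *Smad2*, *Smad4*, *Tgfb1*, *Snai1*, *Snai2*, *Eln* and *Col3a1*. Limma-voom with library sizes only, set before the data were examined, had all 14 under 0.05 (*Snai1* 0.0152, *Snai2* 0.00765, *Tgfb1* 0.00457, *Smad2* 0.0039, *Smad4* 0.00143, *Eln* 0.0241, *Col3a1* 0.0222), and *Zeb1* at 0.00439. Of the 14, edgeR with library sizes only had 12 under 0.05 (all but *Col6a3* and *E2f8*), DESeq2 had 6 (*Col3a1*, *Col5a1*, *Eln*, *Smad4*, *Syne2* and *Tgfb1*), the replicate block 3 (*Col6a3*, *Syne2* and *Tgfb1*) and the gene length offset 1, and 12 (all but *Snai1* and *E2f8*) were under it in at least 1 fit that left out 1 kidney. *Zeb1* was also under 0.05 with DESeq2, with library sizes only in edgeR, with the replicate block, without ligated vehicle replicate 5 or 6 and without ligated bemcentinib replicate 4 or 6. Limma-voom with TMM on all tested genes, chosen for single genes after seeing the values, had 4 of the 14, among them *Smad4*, *Snai2* and *Tgfb1*, and *Zeb1* under 0.05. Limma-voom with TMM on the deposited genes, chosen after seeing the values, also had the 14 genes under 0.05 and *Zeb1* at 0.0245, and 39 of the 41 genes matched the paper's fold change and adjusted p to the printed digits.

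The paper names 6 fibrosis-related genes among its differentially expressed genes. In edgeR *Ccl12* (adjusted p = 0.0655) and *Col3a1* did not pass. The added limma-voom with TMM on the deposited genes, chosen after seeing the values, called the paper's 6, and limma-voom with library sizes only called *Ccl12* and *Col3a1* but not *Bmp7* and *Plau*. *Ccl12* and *Col3a1* also passed both criteria with DESeq2, with library sizes only in edgeR and without ligated vehicle replicate 6, *Ccl12* with the gene length offset, without ligated bemcentinib replicate 6 and with limma-voom and TMM (chosen for single genes after seeing the values), and *Col3a1* without ligated vehicle replicate 2 or ligated bemcentinib replicate 4.

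The paper states lower perturbation scores with bemcentinib for EMT, fibrosis and ECM, for which exact permutation tests with 1 reference gave p = 0.446, 0.729 and 0.383. With nonligated kidneys of the same treatment as reference, set before the data were examined, exact permutation tests gave p = 0.00216 for EMT and p = 0.026 for ECM, and a mean absolute log2 difference or a median of ratios also put EMT under 0.05, as the latter did ECM. No setting put the fibrosis list under 0.05. The scores read by eye in Fig. 6 are about 9.0 with vehicle and about 6.2 with bemcentinib for EMT, and 9.14 and 8.29 were found. With CPM ratios to the nonligated kidneys of the same treatment, chosen after seeing the values, they were 9.04 and 6.23.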

Other observations

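The tests of the cadherin values and of the score references were chosen only after the results were seen. Those of gene length and effect correlation were set with the models, and those of other splits, gene selection, GC content, tubule cells, random lists and sex after the numbers of differentially expressed genes had been seen but before their own results.

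Of the 32 splits of the ligated kidneys that part as many same-numbered pairs, 1 gave 2160 genes or more, the real one, and the highest other gave 667. A further 68 of the 462 possible splits gave at most 452. For families, 4 of the 32 splits gave as many, so that their number cannot be told apart from other groupings. For ligation in vehicle-treated mice 1 of 8 splits gave as many genes and 2 of 8 as many families, and in bemcentinib-treated mice 1 of 8 gave as many genes. A design with 8 splits cannot reach a share under 0.05. The 76 other splits, which part another number of same-numbered pairs, gave at most 3 genes against 10874 in vehicle-treated mice and at most 837 against 9603 in bemcentinib-treated mice.

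The PC1 distances were also computed from the 2160 genes with the lowest p-values of each split, on log2 CPM of all tested genes, where their difference in the real split was 24.3 and not that of the distances of 79.4 and 61.6. In that measure 2 of 32 splits, the real one and 1 other, gave a difference as large. The shorter distance may thus come in part from the selection of the genes.

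Higher mitochondrial families and lower histone families were tested for gene length and GC content bias. Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of -0.222 with gene length and 0.171 with GC content. With a length offset the camera adjusted p was 3.35e-24 for complex I and 0.0054 for histone lysine methyltransferases and demethylases. With a GC content offset these were 2.58e-24 and 6.31e-08. Proximal tubule markers were higher with bemcentinib in ligated kidneys (median log2 fold change 1.14, camera adjusted p = 1.14e-06, 0.343 with the inter-gene correlation estimated). Their score was higher in every bemcentinib-treated ligated kidney (lowest -1.201) than in every vehicle-treated one (highest -1.4735). As a covariate, this score can therefore not be fully told apart from treatment. With it, complex I had a camera adjusted p of 3.3e-17 and mitochondrial ribosomal proteins 1.06e-17, while the mitochondrially encoded genes had 0.216. The covariate also moved the adjusted p of collagens from 0.00425 to 0.175, of T and B lymphocyte markers from 0.00505 to 0.175, of chemokine ligands from 0.032 to 0.175 and of the EMT list from 0.0214 to 0.415, while interleukins and their receptors had 0.028 and the macrophage markers of Table S1 had 0.0464. The starting values were computed without the covariate for this comparison, and differ from the camera values given for these families in the results. A larger share of tubule RNA is a candidate explanation for the families that lost an adjusted p under 0.05, and the covariate does not separate it from a different degree of damage.

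Among 10000 random lists of the same expression, the share that fell as much as the real list was 41.8% for EMT, 83.2% for fibrosis, 23.5% for ECM, 5.57% for MARGS and 0.18% for the macrophage list. A general fall of scores may account for the EMT, fibrosis, ECM and MARGS lists. The random lists were matched by expression only, and not by the size of the ligation effect. Those matched to the macrophage list had a median difference of -1.651, while the macrophage score with vehicle was 38.95. For this list, the share therefore cannot exclude a general fall in proportion to the score. The EMT and ECM scores fell past the threshold with a reference for each treatment, and with 1 reference the exact permutation p was 0.446 and 0.383. With 1 reference but another average, exact permutation tests gave p = 0.0411 (mean absolute log2 difference) and 0.0476 (median of ratios) for EMT and 0.0736 and 0.00866 for ECM. With the 3 nonligated vehicle-treated kidneys as the only reference, the EMT score was 12.2 with vehicle and 11.3 with bemcentinib (exact permutation p = 0.558), and the ECM score 15.3 and 13.7 (exact permutation p = 0.374). When the nonligated bemcentinib-treated kidneys replaced them for the bemcentinib-treated group alone, its scores were 6.53 and 11.2, so that with a mean of ratios the fall past the threshold came with the change of the nonligated group.

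In the difference between effects from limma-voom with TMM on the deposited genes, *Cdh2* had a fold change of 1.65 (limma-voom adjusted p = 0.23) and *Cdh1* one of 1.29 (limma-voom adjusted p = 0.096), the values in the paper's Table 3. That these entries come from this contrast is a hypothesis. It fits *Cdh2*, and for *Cdh1* it stays open, since its p of 0.00629 is not the one printed.

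Across genes, the effects of bemcentinib and of ligation, from separate vehicle-treated kidneys, had Pearson's r = -0.57. Of all 18480 assignments of the ligated kidneys, 116 gave an r as negative (exact one-sided permutation p = 0.00628), and other assignments ranged from -0.617 to 0.656. This is consistent with a partial opposition of both effects. *Ddx3y* had 50.5 to 80.1 CPM in all 18 kidneys, as in males only.

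For proteins that the paper measured in kidney tissue, the mRNA in ligated kidneys with bemcentinib had log2 fold changes of -0.14 for *Vim* (edgeR adjusted p = 0.555), 0.15 for *Acta2* (0.639), -0.8 for *Adgre1* (1.06e-05), 0.04 for *Ccl2* (0.914), -0.05 for *Ccl7* (0.898) and -1.14 for *Ccl17* (0.00549). Of further genes that the paper names without measuring their proteins, *Gas6* had 0.5 (edgeR adjusted p = 9.11e-05), *Mertk* -0.1 (0.259) and *Tyro3* 0.04 (0.827). The span of *Gas6* overlaps *Tmem255b*. In nonligated kidneys *Vstm2b* had 0.188 CPM with vehicle and 0.784 CPM with bemcentinib and *Scd3* 0.0577 and 1.02 CPM, while *Treml4*, *Gm33869* and *Gm26679* fell to 0.0249, 0 and 0 CPM. In bemcentinib-treated mice *Upk3a*, *Upk2* and *Spaca7* were listed at 0 in nonligated and had 10.8, 5.88 and 4.22 CPM in ligated kidneys, and *9030619P08Rik* fell from 59.2 to 1.35 CPM. Among genes whose effect of bemcentinib differs between ligated and nonligated kidneys, *Aqp8* had a difference of 3.22 (edgeR adjusted p = 0.0299), *Cyp4a12a* one of 3.18 (edgeR adjusted p = 0.046), *Treml4* one of 3.51 (edgeR adjusted p = 0.0312) and *Coro1b* one of -5.29 (edgeR adjusted p = 0.0493) on the log2 scale, and with the replicate block the adjusted p of all 4 was over 0.05. *Gm37530* had 0 and 0.115 CPM and the unnamed gene ENSMUSG00000098930 had 0.0214 and 1.63 CPM in nonligated kidneys with vehicle and with bemcentinib.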
